# The time-course of cancer cachexia onset reveals biphasic transcriptional disruptions in female skeletal muscle distinct from males

**DOI:** 10.1186/s12864-023-09462-7

**Published:** 2023-07-04

**Authors:** Francielly Morena da Silva, Seongkyun Lim, Ana Regina Cabrera, Eleanor R. Schrems, Ronald G. Jones, Megan E. Rosa-Caldwell, Tyrone A. Washington, Kevin A. Murach, Nicholas P. Greene

**Keywords:** Lewis lung carcinoma, Biological sex dimorphism, RNA-sequencing, Type-II interferon, Cancer cachexia, Mitocarta

## Abstract

**Background:**

Cancer-cachexia (CC) is a debilitating condition affecting up to 80% of cancer patients and contributing to 40% of cancer-related deaths. While evidence suggests biological sex differences in the development of CC, assessments of the female transcriptome in CC are lacking, and direct comparisons between sexes are scarce. This study aimed to define the time course of Lewis lung carcinoma (LLC)-induced CC in females using transcriptomics, while directly comparing biological sex differences.

**Results:**

We found the global gene expression of the gastrocnemius muscle of female mice revealed biphasic transcriptomic alterations, with one at 1 week following tumor allograft and another during the later stages of cachexia development. The early phase was associated with the upregulation of extracellular-matrix pathways, while the later phase was characterized by the downregulation of oxidative phosphorylation, electron transport chain, and TCA cycle. When DEGs were compared to a known list of mitochondrial genes (MitoCarta), ~ 47% of these genes were differently expressed in females exhibiting global cachexia, suggesting transcriptional changes to mitochondrial gene expression happens concomitantly to functional impairments previously published. In contrast, the JAK-STAT pathway was upregulated in both the early and late stages of CC. Additionally, we observed a consistent downregulation of Type-II Interferon signaling genes in females, which was associated with protection in skeletal muscle atrophy despite systemic cachexia. Upregulation of Interferon signaling was noted in the gastrocnemius muscle of cachectic and atrophic male mice. Comparison of female tumor-bearing mice with males revealed ~ 70% of DEGs were distinct between sexes in cachectic animals, demonstrating dimorphic mechanisms of CC.

**Conclusion:**

Our findings suggest biphasic disruptions in the transcriptome of female LLC tumor-bearing mice: an early phase associated with ECM remodeling and a late phase, accompanied by the onset of systemic cachexia, affecting overall muscle energy metabolism. Notably, ~ 2/3 of DEGs in CC are biologically sex-specific, providing evidence of dimorphic mechanisms of cachexia between sexes. Downregulation of Type-II Interferon signaling genes appears specific to CC development in females, suggesting a new biological sex-specific marker of CC not reliant on the loss of muscle mass, that might represent a protective mechanism against muscle loss in CC in female mice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09462-7.

## Introduction

Cancer cachexia (CC) is a syndrome experienced by up to 80% of cancer patients [1]. Despite its first description in 1858, literature lacked a formal definition until 2011, when Fearon et al. [2] described cachexia as a multifactorial condition characterized by skeletal muscle mass loss, with or without fat mass loss, resistant to conventional nutritional support and leads to a progressive functional impairment [2, 3]. CC can lower quality of life, reduce tolerance to anti-cancer drugs, and is directly responsible for 20–40% of cancer-related deaths [1, 4, 5]. Regardless of the severity of this condition, mechanisms behind CC are not fully elucidated, and effective therapies are unavailable to cancer patients.

Even though biological sex plays an important role in health and various diseases [6–9] including CC, pre-clinical research is still male-dominant [10, 11]. Transcriptomic analysis is a robust tool for uncovering the etiology of the disease [10, 12, 13]. Yet, limited studies utilize this approach to identify transcriptomic alterations at the onset and initial development of CC [10, 12, 14–16], with fewer still considering the female biological sex [10]. Our group and others have recently shown biological sex differences during the onset and progression of CC through time-course studies [10, 17–21], including muscle mass protection noted in females with systemic cachexia [17], but not in males. For instance, CC is known to be driven by systemic inflammation with characteristic induction of inflammatory cytokines including IL-6 and TNFα, followed by a causal sequence of a catabolic shift and loss of skeletal muscle mass. Male colorectal CC has long been described as IL-6 dependent, while more recent data suggest IL-6 independence in female colorectal CC [21–24]. In addition, our laboratory reported early onset mitochondrial degeneration during the development of LLC-induced CC in males [19], while such alterations are not present until the development of cachexia in females [17]. Combined current data suggest mechanisms of CC within a type of cancer are biologically sex-dependent, however, the extent and identity of such differences remain largely unknown leaving a critical gap in the literature.

Here, we utilize RNA sequencing (RNA-seq) in a time-course fashion of tumor development to achieve the two-fold purpose of 1) understanding the transcriptomic profile of protected gastrocnemius muscle mass in female mice undergoing systemic LLC-induced CC, and 2) directly comparing the gene expression landscape between males and females during the time course of early cancer development. About two-thirds of all dysregulated genes were distinct between sexes, demonstrating unique biological sex signatures and thus likely biological sex-specific mechanisms in LLC-induced CC. Sex-specific considerations are therefore imperative for developing individualized therapeutics for improving muscle mass during cancer.

## Results

After three to four weeks of tumor growth, we observed a clear distinction in tumor size between the animals. We then reorganized the animals into two groups based on their tumor size: low tumor (LT) group, consisting of tumors weighing 1.2 g or less, and high tumor (HT) group, consisting of tumors weighing 2 g or more. This approach was based on the well-established correlation between tumor size and body weight, as well as muscle weight, as larger tumors tend to correspond with smaller muscle sizes [25–27]. Phenotypic and global expression analyses were performed on a cohort of animals from a larger study (*n* = 8/condition) [17]. Tumor-free body weight was not different between experimental groups compared to PBS. EDL mass was not different between experimental conditions. Plantaris showed ~ 11% higher mass in LT compared to HT, but no differences in cancer groups when compared to PBS control (Table1, *p* = 0.04). Soleus and tibialis anterior muscles were 19.3% and 9.3% lower in HT compared to PBS, respectively (Table 1, *p* = 0.002, and *p* = 0.04). The Gastrocnemius muscle of tumor-bearing groups was not statistically different from PBS. As for visceral organs, the liver mass of LT and HT were 23% and 43% higher than PBS (Table 1, *p* = 0.02, *p* < 0.0001). Spleen mass was higher in HT by 26.5%, 35%, 48.5%, and 44%, compared to 1wk, 2wk, LT, and PBS, respectively (*p* < 0.0001). Gonadal fat was 55.9% lower in HT compared to PBS (Table 1, *p* = 0.04). Phenotypic data demonstrate multiple hallmarks of CC in HT, confirming the induction of LLC-induced CC for the currently selected subset.

**Table 1:** Phenotypic Data of Subset. Data expressed as mean +—SEM. *P* < 0.05. Different letters indicate statistical significance (*p* < 0.05)

Group	PBS	1wk	2wk	LT	HT
Body weight (g)	18.89 ± 0.21ab	17.64 ± 0.18a	18.61 ± 0.20a	19.91 ± 0.44b	21.24 ± 0.57bc
Tumor Weight (mg)	N/A	33.85 ± 4.83a	220.2 ± 41.7ab	506.4 ± 106.4b	3078 ± 141.5c
Body Weight – Tumor Weight (g)	18.89 ± 0.21ab	17.60 ± 0.19b	18.39 ± 0.23ab	19.41 ± 0.38a	18.16 ± 0.54ab
Gastrocnemius (mg)	89.60 ± 1.17abc	85.42 ± 1.88ac	88.16 ± 1.45abc	94.63 ± 1.65b	85.58 ± 2.17c
Soleus (mg)	7.3 ± 0.18a	6.43 ± 0.18ab	6.84 ± 0.35ab	7.28 ± 0.17a	5.89 ± 0.27b
Plantaris (mg)	12.78 ± 0.43ab	12.43 ± 0.36ab	12.65 ± 0.28ab	13.38 ± 0.44a	11.88 ± 0.28b
EDL (mg)	8.00 ± 0.40	7.75 ± 0.13	7.88 ± 0.24	8.18 ± 0.24	7.28 ± 0.18
TA (mg)	36.03 ± 1.20a	35.27 ± 1.23ab	35.76 ± 0.80ab	36.31 ± 0.86a	31.99 ± 0.83b
Fat (mg)	313.60 ± 32.41a	238.80 ± 43.78ab	270.10 ± 23.88ab	340.00 ± 35.25a	175.40 ± 30
Heart (mg)	102.9 ± 3.32	100.80 ± 1.80	102.40 ± 4.8	105.30 ± 2.98	105.20 ± 3.80
Liver (mg)	729.30 ± 31.08a	804.30 ± 31.68ab	825.40 ± 45.73ab	896.50 ± 45.73bc	1043.00 ± 47.29c
**Spleen (mg)**	78.93 ± 4.86a	67.14 ± 3.75a	95.86 ± 7.99a	118.1 ± 5.81a	328.20 ± 28.32b

### Global gene expression analysis showed substantial transcriptome shift in the high-tumor group only

We conducted a global gene expression analysis using high-throughput RNA sequencing data from the gastrocnemius muscle of female mice at 1wk, 2wk, LT, and HT time points following tumor allograft (8 animals/condition). The choice of the gastrocnemius muscle was intentional, as it is a heterogeneous fiber type muscle and enables us to make direct comparisons with our previous male transcriptomic study in gastrocnemius muscles of LLC-bearing mice [12]. This ensures that our findings are consistent with existing research and allows for a comprehensive understanding of gene expression in the context of CC. To identify muscle transcriptome shifts in CC, we performed RNA-seq of gastrocnemius muscle at all time points. 

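RNA from the gastrocnemius, a calf muscle of mixed fibre types, was sequenced from 40 female mice with 1 library per mouse and 8 mice in each of 5 groups. PBS mice carried no tumor and were 12 weeks old. The other groups carried Lewis lung carcinoma (LLC), a transplantable mouse lung tumor. 1wk mice were 9 weeks old and 2wk mice 10 weeks old at 1 and 2 weeks after the injection of tumor cells. LT mice, with tumors of at most 1.2 g, and HT mice, with tumors of at least 2 g, were 11 to 12 weeks old at 3 to 4 weeks. Age therefore differed between the PBS mice and the 1wk and 2wk mice, and no tumor-free mice of those ages were sequenced. Libraries were made from polyadenylated RNA with a stranded kit and read from 1 end for 50 bases. According to the submitters' processing notes, the authors aligned the reads with STAR 2.7.8a. The notes list mm10 and mm39 as genome builds. The authors kept genes with at least 30 reads and divided the counts of each library by a size factor from the median ratio method of DESeq2. Of all deposited signal values 99.5% were not whole numbers and none was 0, so they were not treated as read counts. The worth of 1 read in each library was found from the steps between its low values, of which 79.3 to 89.8% per library lay within 0.1 read of a whole number. On this estimate PBS libraries held 19.32 to 28.66 M reads (median 20.6). The range was 19.38 to 26.68 M (median 21.9) in 1wk and 15.66 to 23.03 M (median 20.8) in 2wk mice. LT libraries held 3.48 to 7.24 M (median 4.91) and HT libraries 4.15 to 7.75 M (median 5.25). One read was worth 0.422 to 0.733 in the first 3 groups and 1.58 to 3.38 in LT and HT, so low values are less precise in LT and HT. Fold changes and adjusted p values come from limma-trend on log2(value + 1) with the 5 groups in a single fit and Benjamini-Hochberg adjustment over all genes, at an adjusted p under 0.05. The log2(value + 1) scale understates the change of genes with low values. Gene levels are given as mean ± SD of the deposited values of 8 mice. In addition, 34 fixed gene lists were tested with camera at a preset correlation between genes of 0.01. Each list test was repeated with the correlation estimated from the data and, as an alternative added after seeing the data, by exact permutation of the list values of the mice. The list value is the mean log2 difference of the members from the PBS mean. The permutation is two-sided over the 12870 splits of 8 against 8 mice, the smallest p it allows is 0.000155, and its p values were adjusted over the same 204 tests as those of camera. Xist, a transcript of the inactive X chromosome of females, had values of 1728 to 4785 in all 40 libraries.

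**Figure D1:**
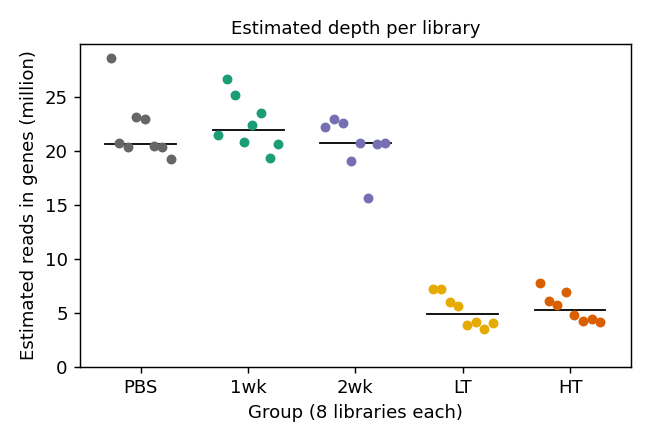
Estimated reads per library in M on the vertical axis for the 5 groups on the horizontal axis. Points are the 40 libraries and the lines are the group medians. All 16 LT and HT libraries lie at or under 7.75 M reads and the other 24 at or over 15.66 M.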

We identified 2,958 upregulated and 2,052 downregulated DEGs across all time points (Fig. 1a, adj. *P*-Value < 0.05). 

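Gpx3, which encodes a secreted glutathione peroxidase that removes peroxides, was among the few genes that changed in both of the first 2 groups. Its level was 4214 ± 516 in PBS (SD, n = 8 mice), 2333 ± 292 in 1wk and 2771 ± 432 in 2wk mice. It fell at 1wk (log2 fold change -0.85, standard error 0.11, adjusted p = 8.85e-06) and at 2wk (log2 fold change -0.61, standard error 0.11, adjusted p = 0.0182). The LT value was 3335 ± 649, which did not pass the test (log2 fold change -0.35, standard error 0.11, adjusted p = 0.165), and in HT mice Gpx3 rose to 5439 ± 1022 (log2 fold change 0.35, standard error 0.11, adjusted p = 0.0153). Summed over the 4 comparisons with PBS, 2123 genes were higher and 2173 lower, from 4160 different genes. Of these, 19 were higher and 47 lower in 1wk, 4 and 6 in 2wk, 31 and 49 in LT, and 2069 and 2071 in HT mice. At an unadjusted p under 0.05 the counts were 1457 genes in 1wk, 586 in 2wk, 1542 in LT and 5438 in HT mice. The early counts depended on the method: with a weight for each library limma called 729 genes in 1wk, 242 in 2wk and 288 in LT, and voom called 327, 44 and 46. The 2wk count was 0 without mouse C28 or C29, 1 without C5, 2 without C9, 4 without C6, 5 without C4 or C34 and 6 without C8, and it was 17 without C32, 18 without C10 or C11 and 19 without C30. The LT count was 144 without C4 and 44, 47, 46, 50 and 50 without C5, C8, C9, C39 and C56, and the 1wk count was 103 without C4 and 43 without C9. The share of 1wk genes that were higher was 28.8%, against 64.2% with a weight for each library, 66.7% with voom and 78% with the p-values of the authors' deposited table. It was also 10.4% without C15 or C17, 13.6% without C8, 14% without C9, 15.2% without C5, and 17.9% without C6. It was 46.4% without C19 and 51.6% without C20. It was 10% at an adjusted p under 0.01 and 16% at 1.5-fold or more. In HT mice Gpx3 did not pass with a weight for each library (adjusted p = 0.138). Nor did it without C54 and C55 (adjusted p = 0.131) or without C48, C54 and C55 (adjusted p = 0.175), both chosen after seeing the data. Gpx3 did not pass at 2wk without any 1 of mice C9, C28 or C29 (adjusted p from 0.0585 to 0.0906).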

Most DEGs were in the HT group (83% of total DEGs) (Fig. 1b-e adj. *P*-Value < 0.05). 

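Selp, which encodes the adhesion molecule P-selectin of platelets and endothelium, rose from 10.7 ± 4.64 in PBS to 105 ± 37.7 in HT mice (SD, n = 8 per group; log2 fold change 3.19, standard error 0.31, adjusted p = 1.75e-09). Serpina3n, an acute phase protease inhibitor, rose from 20.8 ± 7.21 to 279 ± 211 (log2 fold change 3.25, standard error 0.54, adjusted p = 2.9e-05), with a spread between HT mice nearly as large as its mean. Nmrk2, a nicotinamide riboside kinase of muscle, fell from 1627 ± 550.2 to 262 ± 146 (log2 fold change -2.84, standard error 0.33, adjusted p = 7.78e-08). HT mice gave 4140 of the 4296 calls against PBS, or 96.4% (70.2% with a weight for each library and 85.9% with the authors' p-values). Most of the HT changes were small: the median absolute log2 fold change of the called genes was 0.49, and 1541 of them changed by at least 1.5-fold. In 2346 of the 4140 genes all 8 HT mice lay on the same side of the PBS mean.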

DESeq2 analysis showed 2,446 upregulated, and 1,856 downregulated DEGs in HT compared to PBS while all the other time points combined showed 512 up- and 195 downregulated DEGs (Fig. 1b-e, adj. *P*-Value < 0.05). 

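Of 28 neutrophil marker genes listed 7 were measured, and in HT mice all 7 rose over all genes tested (7 adjusted over the list alone). Csf3r, Lcn2, S100a8, S100a9 and Slfn4 are also among the top rises the paper shows for HT in Fig. 2d. The paper chose them on these same libraries, so the list result is not independent evidence. Csf3r, the receptor of granulocyte colony-stimulating factor, was 108 ± 32.3 against 6 ± 2.57 in PBS mice (SD, n = 8 per group; log2 fold change 3.98, standard error 0.45, adjusted p = 4.51e-08). Lcn2, a siderophore-binding protein of neutrophils, was 200.3 ± 222 against 9.81 ± 7.45 (log2 fold change 3.63, standard error 0.57, adjusted p = 1.43e-05). For the neutrophil list the median log2 fold change was 3.79 (camera adjusted p = 4.93e-11, adjusted p = 0.0948 with an estimated correlation and adjusted p = 0.00186 by exact permutation). Of 20 erythroid marker genes 12 rose and 2 fell (13 and 2 adjusted over the list alone; camera adjusted p = 2.63e-08, adjusted p = 0.172 with an estimated correlation and adjusted p = 0.00186 by exact permutation). The globin genes Hbb-b2 and Hbb-bt were both at 4121 ± 2183 against 636 ± 373, as the table gives these 2 names the same coordinates and values, and Hbb-b1 and Hbb-bs overlap as well. With each pair counted once, chosen after seeing the data, 10 of 18 erythroid genes rose and 2 fell (camera adjusted p = 1.76e-06). Of 24 endothelial marker genes 15 rose and none fell (the same counts adjusted over the list alone; camera adjusted p = 2.11e-08, adjusted p = 0.211 with an estimated correlation and adjusted p = 0.00965 by exact permutation), among them Pecam1 at 1149 ± 129 against 635 ± 161 (log2 fold change 0.88, standard error 0.11, adjusted p = 2.54e-07). Of 35 macrophage marker genes 14 rose and none fell (22 rose adjusted over the list alone; camera adjusted p = 1.02e-06, adjusted p = 0.577 with an estimated correlation and adjusted p = 0.00453 by exact permutation). Of 14 genes of fast glycolytic fibres 6 fell and none rose (7 fell adjusted over the list alone; camera adjusted p = 0.00722, adjusted p = 0.577 with an estimated correlation and adjusted p = 0.0584 by exact permutation), including Casq1, a calcium-binding protein of the sarcoplasmic reticulum (log2 fold change -1.19, adjusted p = 0.00191), and Myl1, a myosin light chain (log2 fold change -0.69, adjusted p = 0.000138). In total 2069 genes were higher and 2071 lower in HT than in PBS mice, while the other 3 groups combined had 54 higher and 102 lower. When only HT and PBS libraries entered the fit, 2447 genes were called. Without the HT mice C48, C54 and C55, chosen after seeing the data, 2028 were called. Without those 3 mice the log2 fold change of Casq1 was -0.44 (adjusted p = 0.0503).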

Comparing LT against HT we noted 1,000-up and 1,343 downregulated DEGs (Fig. 1f, adj. *P*-Value < 0.05). 

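Markers of neutrophils were higher in HT than in LT mice, 2 groups taken 3 to 4 weeks after injection whose mix of weeks may differ. S100a8, a calcium-binding protein of neutrophils, was 361 ± 226 in HT and 43.2 ± 38.4 in LT mice (SD, n = 8 per group; log2 fold change 3.33, standard error 0.54, adjusted p = 0.00013). Of 7 neutrophil marker genes 6 rose (as many adjusted over the list alone; camera adjusted p = 5.55e-08, adjusted p = 0.152 with an estimated correlation and adjusted p = 0.00186 by exact permutation). Stat3, the transcription factor of interleukin-6 signaling, was 1403 ± 411 against 701 ± 75.7 (log2 fold change 0.96, standard error 0.13, adjusted p = 1.24e-05). Nrep, a neuronal regeneration-related protein, fell from 1147 ± 318 to 377 ± 277 (log2 fold change -2.05, standard error 0.35, adjusted p = 0.000198). Mettl21e, a muscle protein methyltransferase, fell from 223 ± 78.1 to 65.6 ± 26 (log2 fold change -1.8, standard error 0.27, adjusted p = 7.98e-05). Mitochondrial genes fell as groups, with 34 of 36 complex I subunits lower (35 adjusted over the list alone; camera adjusted p = 6.45e-28, adjusted p = 0.152 with an estimated correlation and adjusted p = 0.00186 by exact permutation). Of 22 TCA cycle enzymes 16 fell (19 adjusted over the list alone; camera adjusted p = 2.13e-11, adjusted p = 0.309 with an estimated correlation and adjusted p = 0.00186 by exact permutation). Taken as HT against LT, 1250 genes were higher and 1314 lower in HT. The count was 524 with only the HT and LT libraries in the fit, 360 with a weight for each library, 1300 with voom, 1553 with all libraries thinned to the smallest, 1486 without HT mouse C54, 1541 without C55 and 400 without C48, C54 and C55, the last chosen after seeing the data. In simulated data 32 of 12334 unchanged genes were called in this comparison.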

The top ten up- and downregulated genes of each timepoint are in Fig. 2a-d. 

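At 1wk the largest falls were in genes induced by interferon. Tgtp2, an interferon-induced GTPase, fell from 668 ± 187 in PBS to 61.2 ± 36.8 in 1wk mice (SD, n = 8 per group; log2 fold change -3.62, standard error 0.5, adjusted p = 1.35e-05). Iigp1, another, fell from 643 ± 214 to 96.5 ± 36.3 (log2 fold change -2.72, standard error 0.33, adjusted p = 1.88e-06). Among the largest rises that passed the test were Ctla2a, a cathepsin inhibitor (log2 fold change 0.86, adjusted p = 0.0281), and Rnf125, a ubiquitin ligase (log2 fold change 0.61, adjusted p = 0.0386). At 2wk Gprc5c, an orphan receptor, rose from 385 ± 132 to 1033 ± 401 (log2 fold change 1.39, standard error 0.26, adjusted p = 0.0182), and the other genes that rose were Cish, Grrp1 and Tspan14. In LT mice S100a8 rose from 4.03 ± 2.06 to 43.2 ± 38.4 (log2 fold change 2.7, standard error 0.54, adjusted p = 0.00563). The kinase Nmrk2 fell to 387 ± 149 (log2 fold change -2.11, standard error 0.33, adjusted p = 0.000604). In HT mice the largest rises were of S100a8 (log2 fold change 6.03, standard error 0.54, adjusted p = 2.7e-10) and its partner S100a9 (log2 fold change 5.71, standard error 0.58, adjusted p = 4.54e-09). The largest falls were of Tgtp1 (log2 fold change -4.06, standard error 0.47, adjusted p = 7.08e-08) and Cd274, which encodes PD-L1 (log2 fold change -3.8, standard error 0.39, adjusted p = 5.22e-09). Genes were ranked among those that passed the test and lay on the same side of the comparison mean in all 8 mice. Ctla2a did not pass with only the 2 groups compared in the fit (adjusted p = 0.0752) or without any 1 of mice C2, C5, C6, C8, C9, C15 or C17 (adjusted p from 0.0508 to 0.107). Rnf125 failed with quantile normalization or thinned libraries (adjusted p from 0.107 to 0.129) or without any 1 of mice C2, C5, C6, C8, C9, C14, C15, C16, C17, C18 or C20 (adjusted p from 0.0566 to 0.161). Gprc5c failed without any 1 of mice C5, C28 or C29 (adjusted p from 0.0539 to 0.0906). Grrp1 failed with thinned libraries (adjusted p = 0.163) or without any 1 of mice C2, C4, C5, C6, C8, C9, C27, C28, C29, C31 or C34 (adjusted p from 0.0539 to 0.148). Tspan14 failed with thinned libraries (adjusted p = 0.338) or without any 1 of mice C4, C5, C6, C28 or C29 (adjusted p from 0.0609 to 0.0998).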

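In 1wk mice the metallothionein genes Mt3 and Mt2, which encode metal-binding proteins that also scavenge oxidants, had higher means than in PBS mice but a spread between mice larger than the means. Mt3 was 44.6 ± 63.1 in 1wk and 7.01 ± 2.52 in PBS mice (SD, n = 8 per group; log2 fold change 1.56, standard error 0.53, adjusted p = 0.2). Mt2 was 734 ± 1216 and 129.5 ± 69.8 (log2 fold change 1.47, standard error 0.66, adjusted p = 0.367). Lgals3, which encodes the lectin galectin-3 of macrophages, was 421 ± 711 and 69.5 ± 12 (log2 fold change 1.36, standard error 0.42, adjusted p = 0.146). Adam12, a metalloprotease of fibroblasts and regenerating muscle, was 33.5 ± 59.6 and 6.49 ± 2.5 (log2 fold change 1.13, standard error 0.5, adjusted p = 0.362). Spp1, which encodes osteopontin, was 559 ± 1047 and 25.4 ± 13.7 (log2 fold change 2.26, standard error 0.7, adjusted p = 0.158). None of these 5 genes passed the test. The 1wk mouse C17 had the highest value of each: 186.9 for Mt3, 3626 for Mt2, 2144 for Lgals3, 178.5 for Adam12 and 3058 for Spp1. Without C17 the log2 fold changes were 1.12 (adjusted p = 0.621) for Mt3, 0.98 (adjusted p = 0.857) for Mt2, 0.85 (adjusted p = 0.411) for Lgals3, 0.63 (adjusted p = 0.878) for Adam12 and 1.58 (adjusted p = 0.508) for Spp1. With a weight for each library Mt3 (adjusted p = 0.0394), Lgals3 (adjusted p = 0.0139) and Spp1 (adjusted p = 0.0284) passed, and in the authors' deposited table all 5 did, with adjusted p from 1.24e-07 for Spp1 to 0.0101 for Mt2.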

The top ten upregulated genes showed an elevation in genes associated with an antioxidant action (*Mt3, Mt2*) along with cell structure-associated genes (*Lgals3, Adam12*) in 1wk mice. Interestingly, various Guanylate Binding Proteins (*Gbp2*, *Gbp3, Gbp4 Gbp5*) were downregulated in 1wk mice and remained downregulated throughout later time points along with other immunity and interferon-associated genes (*Entpd1, Gcnt2, Atp8b1, Trim21 Wars, Irf1, Nlrc5, Cd274)* (Fig. 2a-d).

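Guanylate-binding proteins are GTPases induced by interferon gamma that act against intracellular pathogens. Of 8 measured Gbp genes 7 fell at 1wk, 3 at 2wk, 7 in LT and 8 in HT mice, with median log2 fold changes of -2.16, -1.4, -1.77 and -2.13, and none rose. Gbp4 was 1171 ± 419.6 in PBS, 139.7 ± 58.2 in 1wk, 429.7 ± 427 in 2wk, 284 ± 241 in LT and 151 ± 43.8 in HT mice (SD, n = 8 per group). Its log2 fold changes were -3.05 (adjusted p = 1.88e-06), -1.86 (adjusted p = 0.0219), -2.21 (adjusted p = 0.000778) and -2.89 (adjusted p = 3.59e-07). Gbp3 fell in the same 4 groups, with log2 fold changes of -2.33, -1.69, -1.95 and -2.9. Gbp5 fell in 1wk, LT and HT mice (-2.64, -2.3 and -2.75), and its 2wk value of -1.61 did not pass (adjusted p = 0.0709). The coordinates of the deposited table overlap the GRCm39 gene of the same name for 99.9% of the 12249 genes whose names occur in GENCODE vM39. In them Gbp2, Gbp3, Gbp5 and Gbp7 lie on chromosome 3 between 142202695 and 142343772, and Gbp4 and Gbp6 on chromosome 5 between 105263633 and 105441566. Reads that fit several of these similar genes are a limit to each single value. Gbp4 did not pass at 2wk with only the 2 groups compared in the fit or the authors' p-values (adjusted p from 0.0812 to 0.0873) or without any 1 of mice C4, C5, C6, C9, C27, C28, C29, C33 or C34 (adjusted p from 0.0508 to 0.0998). Gbp3, with an adjusted p of 0.0417 at 2wk, failed there with upper-quartile scaling, only the 2 groups compared in the fit, thinned libraries, robust eBayes or the authors' p-values (adjusted p from 0.057 to 0.107). Nor did it pass without any 1 of mice C2, C4, C5, C6, C8, C9, C14, C18, C19, C27, C28, C29, C33, C34, C38, C42, C43, C46, C56, C57 or C62 (adjusted p from 0.0503 to 0.154).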

**Fig. 1:**
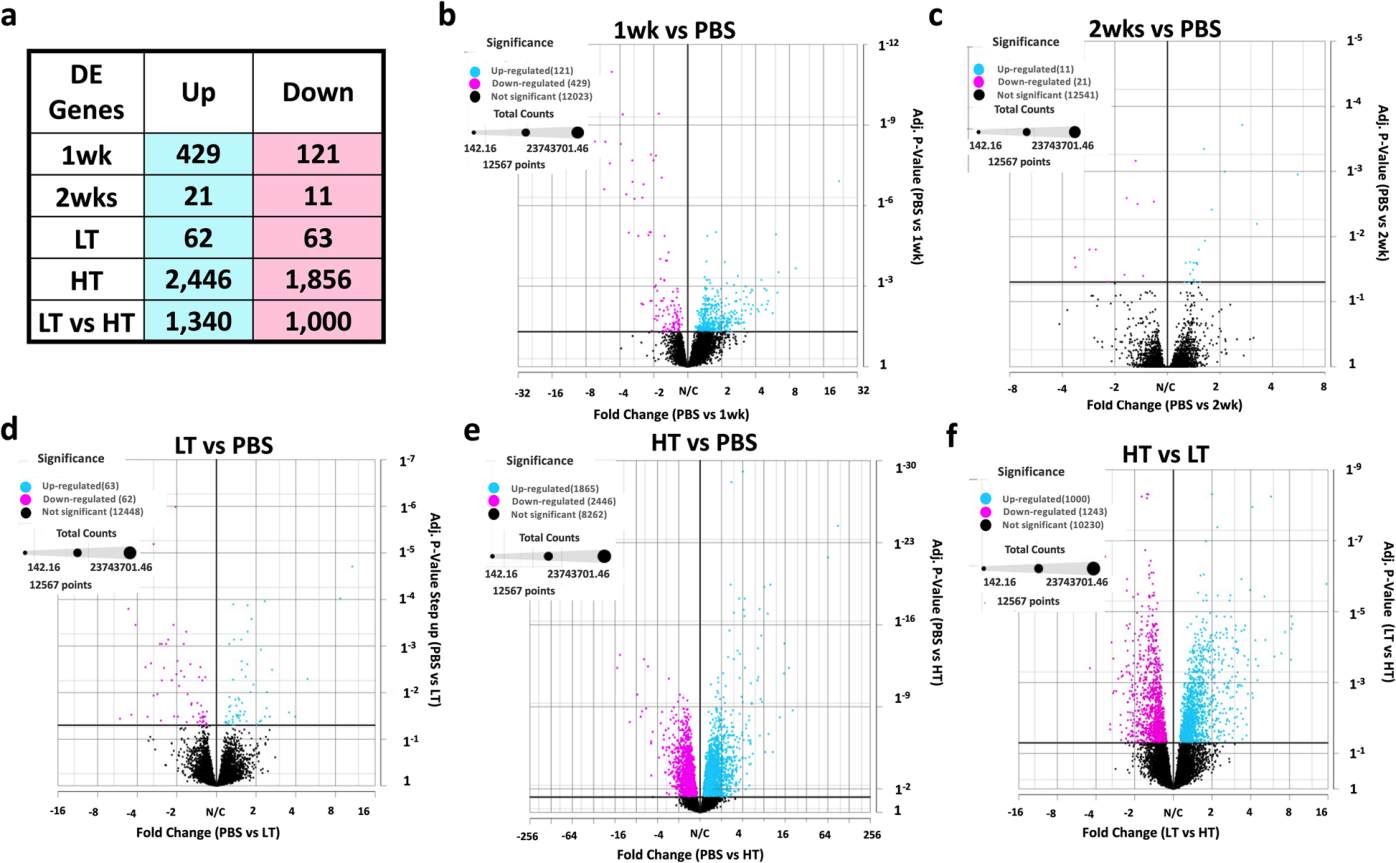
**a** Total number of Differentially Expressed Genes (DEGs) compared to PBS control. LT vs HT comparison was added. Volcano Plots for 1 week (1wk) (**b**), 2 weeks (2wk) (**c**), Low Tumor (LT) (**d**), and High Tumor (HT) (**e**), compared to PBS control. HT compared to LT (**F**) was added. Adjusted *P*-value < 0.05

**Fig. 2:**
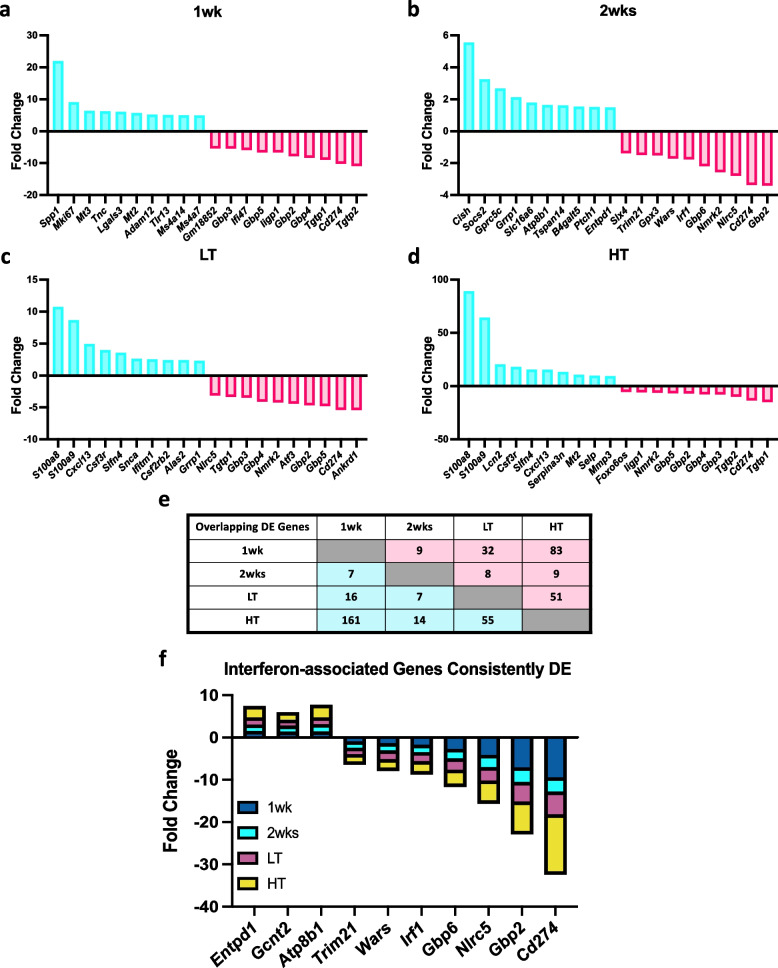
Top 10 Up- and Downregulated DEGs. Tumor-bearing 1 week (1wk) (**a**), 2 weeks (**b**) Low Tumor (LT) (**c**), and High Tumor (HT) (**d**) compared to PBS control. A total number of matches of up and down-regulated Differentially Expressed (DE) Genes compared to PBS control across all comparisons, LT vs HT comparison was added (**e**). Consistently DE genes across all cancer time points are associated with interferons (**f**). Adjusted *P*-value < 0.05

To investigate differences and similarities in DEGs across time points, we investigated distinctions in DEGs across time points (Fig. 2e, f). Overlapping DEGs between tumor-bearing comparisons are found in Fig. 2e. 

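Genes lower in more than 1 tumor-bearing group included Stat2, which transmits type I interferon signals, and the death ligand Tnfsf10. Stat2 fell at 1wk (log2 fold change -0.82, adjusted p = 0.0027) and in LT mice (-0.83, adjusted p = 0.00432). Tnfsf10 fell at 1wk (log2 fold change -1.62, adjusted p = 0.000132), in LT (-1.32, adjusted p = 0.00558) and in HT mice (-1.14, adjusted p = 0.0012). Among genes higher in more than 1 group, Grrp1 rose in LT (log2 fold change 1.13, adjusted p = 0.00359) and in HT mice (2.05, adjusted p = 5.22e-09). In the order higher and lower, 1wk and LT shared 3 and 31 genes, LT and HT 29 and 45, 1wk and 2wk 0 and 6, 2wk and LT 1 and 5, and 2wk and HT 2 and 5. Comparisons with the same PBS libraries share genes by chance. In 100 simulations of unchanged groups with a shared control, each gene varied on its own and as many leading genes were taken as were called. The mean number shared was 1.7 and 4.2 for 1wk and LT and 23.3 and 35.3 for LT and HT. Independent lists of the same sizes would share 0.05 and 0.18, and 5.1 and 8.07. Genes that vary together between mice are not covered by these values. With the PBS mice split into 2 sets of 4 (70 fits), the median number shared was 0 and 6.5 for 1wk and LT and 4 and 9 for LT and HT. In LT mice Tnfsf10 did not pass with voom (adjusted p = 0.0586), and Stat2 failed with voom or thinned libraries (adjusted p from 0.0571 to 0.145). At 1wk Stat2 failed with thinned libraries (adjusted p = 0.133).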

We subsequently identified 10 overlapping DEGs (3 upregulated and 7 downregulated) in all tumor-bearing groups compared to the control (Fig. 2f). 

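Cd274, Gbp2, Gbp3, Gbp4 and Wars fell in all 4 tumor-bearing groups, and no gene rose in all 4. Cd274 encodes PD-L1, a ligand that restrains T cells, and lies on chromosome 19 from 29344838 to 29365495. It was 474 ± 198 in PBS, 46.4 ± 13.2 in 1wk, 141 ± 136 in 2wk, 87.8 ± 84.8 in LT and 35.4 ± 26.2 in HT mice (SD, n = 8 per group). Wars, the interferon-inducible tryptophanyl-tRNA synthetase, lies on chromosome 12 from 108825956 to 108860101 and was 907 ± 325, 428 ± 31.8, 529 ± 157, 442 ± 104 and 452 ± 48.7 in the same order. In simulated unchanged groups with a shared control, each gene varied on its own and as many leading genes were taken as were called. A mean of 0.26 genes and at most 2 were then shared by all 4 comparisons on the lower side. Genes that vary together in the PBS mice are not covered by this, so it gives no chance value for the genes named above. When each comparison used half-sets of the PBS mice, no gene was shared in the median or the highest of the 70 fits, where limma had 4 control mice instead of 8. The number of genes shared by all 4 groups was 0 without any 1 of mice C5, C9, C28 or C29, 1 without C27 or C34, 2 without C6 or C8 and 3 without C2, C4 or C33. It was 8 without C44, 9 without C10, 10 without C11, 12 without C32 and 15 without C30. The authors' deposited table gives 7 lower and 3 higher genes, a count of their calls. At 2wk Cd274 did not pass with only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.0552 to 0.0736) or without any 1 of mice C5, C9, C28 or C29 (adjusted p from 0.06 to 0.0906). Gbp2 failed with only the 2 groups compared in the fit (adjusted p = 0.107) or without any 1 of mice C5, C8, C9, C27, C28, C29 or C34 (adjusted p from 0.0501 to 0.0998). Wars failed with only the 2 groups compared in the fit (adjusted p = 0.126) or without any 1 of mice C2, C5, C6, C8, C9, C27, C28, C29, C31, C33 or C34 (adjusted p from 0.0568 to 0.131). Gbp3 failed with upper-quartile scaling, only the 2 groups compared in the fit, thinned libraries, robust eBayes or the authors' p-values (adjusted p from 0.057 to 0.107). Nor did it pass without any 1 of mice C2, C4, C5, C6, C8, C9, C14, C18, C19, C27, C28, C29, C33, C34, C38, C42, C43, C46, C56, C57 or C62 (adjusted p from 0.0503 to 0.154).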

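The 10 genes shared by the tumor-bearing groups in the paper were followed across the 4 comparisons with PBS. Of the 7 that were lower, Irf1 encodes a transcription factor induced by interferon gamma and Nlrc5 the activator of class I histocompatibility genes. In the order 1wk, 2wk, LT and HT the log2 fold changes were -1.26, -0.85, -1.05 and -1.2 for Irf1, -2.25, -1.64, -2.07 and -2.18 for Nlrc5, -1.83, -1.19, -1.36 and -1.71 for Gbp6, -0.75, -0.56, -0.6 and -0.77 for Trim21 and -1.01, -0.74, -0.99 and -0.93 for Wars. Those of Gbp2 were -2.68, -1.95, -2.21 and -2.51, and those of Cd274 are of the same direction in each group. All 7 passed the test in 1wk, LT and HT mice, and at 2wk Irf1 (adjusted p = 0.0895), Nlrc5 (adjusted p = 0.0568), Gbp6 (adjusted p = 0.185) and Trim21 (adjusted p = 0.0896) did not. Entpd1, an ectonucleotidase that breaks down extracellular ATP, was higher, with 0.58, 0.59, 0.79 and 1.45, and passed in 1wk (adjusted p = 0.0285), LT and HT mice but not at 2wk (adjusted p = 0.078). Atp8b1, a phospholipid flippase, had 0.5, 0.71, 0.69 and 1.58 and passed in LT and HT mice, and Gcnt2, a glycosyltransferase, had 0.44, 0.49, 0.46 and 0.85 and passed in HT mice only (adjusted p = 0.142, 0.226 and 0.111 in the other groups). Altogether 8 of the 10 genes passed at 1wk, 3 at 2wk, 9 in LT and 10 in HT mice. The study chose these genes on the same libraries, so their direction here is not independent evidence. Entpd1 did not pass at 1wk with only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.0809 to 0.12) or without any 1 of mice C2, C5, C6, C8, C9, C15, C17 or C18 (adjusted p from 0.0535 to 0.121). In LT mice Atp8b1 did not pass with only the 2 groups compared in the fit, voom or thinned libraries (adjusted p from 0.0638 to 0.321) or without any 1 of mice C5, C8, C9, C39 or C56 (adjusted p from 0.0515 to 0.118). Gbp6 failed with voom (adjusted p = 0.0873) or without any 1 of mice C5 or C9 (adjusted p from 0.0725 to 0.0832). Trim21 failed with thinned libraries (adjusted p = 0.294) or without any 1 of mice C9 or C39 (adjusted p from 0.0515 to 0.0571).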

Overlapping genes were associated with immune response, specifically Type-II-interferon signaling.

### Pathway analysis revealed biphasic biological alterations in CC development

Next, we explored the functional ontology of the altered gene networks. The top up- and downregulated pathways (up to five) of KEGG, Reactome, and WikiPathways biomolecular pathways libraries are shown in Fig. 3a, b. Phagosome-associated pathways were among the upregulated pathways in the 1wk group, along with multiple pathways suggesting ECM remodeling, changes in cell structure, and oxidative stress response. 

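Genes of the extracellular matrix were higher at 1wk. Of 66 measured, 4 rose and none fell, with 36 higher and none lower adjusted over the list alone. Sparc, a collagen-binding matrix protein, was 4079 ± 1191 in 1wk and 2288 ± 441 in PBS mice (SD, n = 8 per group; log2 fold change 0.81, standard error 0.14, adjusted p = 0.000802). Nid1, a linker of basement membranes, was 1384 ± 141 and 931 ± 171 (log2 fold change 0.59, standard error 0.12, adjusted p = 0.00537). For the list the median log2 fold change was 0.49 (camera adjusted p = 1.47e-28, adjusted p = 0.156 with an estimated correlation and adjusted p = 0.0342 by exact permutation). The list value was 0.55 ± 0.4 in 1wk mice, above the PBS mean in 8 of 8. Of 35 macrophage and phagocyte markers none passed over all genes and 17 rose adjusted over the list alone. Their median was 0.67 (camera adjusted p = 6.36e-17, adjusted p = 0.247 with an estimated correlation and adjusted p = 0.19 by exact permutation). The macrophage list value ranged from -0.07 to 3.27 in the 8 mice of 1wk and was highest in C17, so its spread was larger than its mean difference from PBS. Of 23 acute phase and antioxidant genes 1 fell and none rose (2 fell and 1 rose adjusted over the list alone; median 0.05, camera adjusted p = 0.456, adjusted p = 0.976 with an estimated correlation and adjusted p = 0.322 by exact permutation). Endothelial markers had a median of 0.24 and fibroblast markers of 0.24 at 1wk, and no member of either list passed over all genes (5 and 1 rose adjusted over the list alone; camera adjusted p = 2.1e-08 and 6.19e-05, adjusted p = 0.0883 and 0.0646 by exact permutation, and adjusted p = 0.211 and 0.337 from camera with an estimated correlation).

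**Figure D2:**
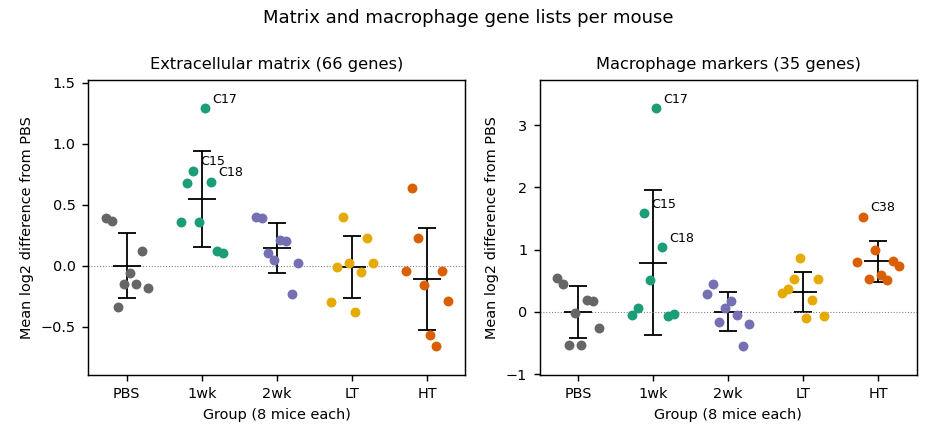
List value of 66 extracellular matrix genes and of 35 macrophage and phagocyte markers in each mouse. The vertical axis is the mean log2 difference of the members from the PBS mean and the horizontal axis gives the 5 groups. Points are mice, bars are the mean and SD of 8 mice. The 1wk mice lie between 0.1 and 1.29 for the matrix list, and C17 lies at 3.27 for the macrophage list.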

At two weeks after tumor introduction, the JAK-STAT pathway was the only significantly upregulated pathway (not shown), which remained significant in the LT group, along with the cytokine-cytokine receptor interaction pathway. 

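Cish, a feedback inhibitor of cytokine receptors that STAT5 induces, rose at 2wk from 119.9 ± 95.7 in PBS to 667 ± 569 (SD, n = 8 per group; log2 fold change 2.3, standard error 0.49, adjusted p = 0.0417). Socs2, a related inhibitor, was 479 ± 215 against 147 ± 75.5 and did not pass (log2 fold change 1.64, standard error 0.38, adjusted p = 0.0709). Of 58 genes of the JAK-STAT pathway Cish alone passed at 2wk, while 5 rose and 2 fell adjusted over the list alone (median log2 fold change 0.07; camera adjusted p = 0.000412, adjusted p = 0.156 with an estimated correlation and adjusted p = 0.0101 by exact permutation). In LT mice 2 rose and 2 fell (8 and 2 adjusted over the list alone; median 0.1, camera adjusted p = 0.00147, adjusted p = 0.185 with an estimated correlation and adjusted p = 0.0125 by exact permutation). The LT genes that rose were Osmr, the oncostatin M receptor, at 216 ± 51.7 against 139 ± 22.4 (log2 fold change 0.61, standard error 0.15, adjusted p = 0.0472), together with Ifngr1, an interferon gamma receptor chain, at 513 ± 68.4 against 411 ± 50.6 (log2 fold change 0.32, standard error 0.08, adjusted p = 0.0391). The JAK-STAT list value was 0.19 ± 0.09 in 2wk and 0.19 ± 0.1 in LT mice, above the highest PBS mouse in 7 of 8 mice of each group. Of 20 cytokine and chemokine genes Cxcl13 and Bmp4 rose and Tnfsf10 fell in LT mice (the same counts adjusted over the list alone; median 0.19, camera adjusted p = 0.0425, adjusted p = 0.377 with an estimated correlation and adjusted p = 0.0459 by exact permutation). Cish did not pass with only the 2 groups compared in the fit, thinned libraries or robust eBayes (adjusted p from 0.0736 to 0.0926) or without any 1 of mice C2, C4, C5, C6, C9, C11, C14, C18, C28, C29, C30, C31, C33, C42, C43, C56, C38 or C46 (adjusted p from 0.0503 to 0.154). In LT mice Osmr did not pass with voom or thinned libraries (adjusted p from 0.11 to 0.232) or without any 1 of mice C2, C5, C6, C8, C9, C13, C14, C15, C16, C19, C20, C28, C29, C30, C31, C32, C34, C39, C42, C44, C53, C56, C37, C46, C54, C60 or C62 (adjusted p from 0.0502 to 0.133). Ifngr1 failed with only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.129 to 0.247) or without any 1 of mice C2, C5, C6, C8, C9, C39, C42, C44, C56 or C57 (adjusted p from 0.063 to 0.122). Cxcl13 failed with a pseudocount of 5, only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.0567 to 0.109) or without any 1 of mice C2, C4, C5, C6, C8, C9, C11, C15, C16, C19, C27, C29, C30, C32, C33, C39, C42, C44, C57, C54 or C60 (adjusted p from 0.0502 to 0.124). Bmp4 failed with only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.0744 to 0.0816) or without any 1 of mice C2, C5 or C56 (adjusted p from 0.0563 to 0.0748). The cytokine list did not pass camera with a pseudocount of 5, only genes with a mean of at least 20, only genes with a mean of at least 100, upper-quartile scaling, voom or thinned libraries (adjusted p from 0.0519 to 0.85) or without any 1 of mice C5, C6, C8, C11, C42, C43, C44 or C56 (adjusted p from 0.0541 to 0.108).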

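In HT mice 30 of 42 proteasome subunits and chaperones rose and none fell (32 and 1 adjusted over the list alone). Psmd2, a subunit of the 19S particle that takes up ubiquitinated proteins, was 6345 ± 2582 in HT and 3494 ± 504 in PBS mice (SD, n = 8 per group; log2 fold change 0.77, standard error 0.15, adjusted p = 0.000211). Fbxo32, the muscle ubiquitin ligase atrogin-1, was 25548 ± 26049 against 3400.0 ± 900.3 (log2 fold change 2.16, standard error 0.42, adjusted p = 0.000216). Of 54 muscle atrophy genes 28 rose and 3 fell, with the same counts adjusted over the list alone (camera adjusted p = 6.44e-07, adjusted p = 0.333 with an estimated correlation and adjusted p = 0.0194 by exact permutation). The atrophy list value varied widely between the HT mice (0.59 ± 0.59, from -0.03 to 1.5). Fbxo32 reached 63490 in the HT mouse C54, 67300 in C55 and 28330 in C48, and 3413 in C46. For the proteasome list the median was 0.48 (camera adjusted p = 1.13e-10, adjusted p = 0.377 with an estimated correlation and adjusted p = 0.0373 by exact permutation). Its list value was 0.41 ± 0.43, highest in the same 3 mice. Without these 3, chosen after seeing the data, 12 of the 42 rose and the median was 0.14 (camera adjusted p = 9.42e-05). Members of the other lists in this paragraph were not recounted in this way. Of 49 translation factors 22 rose and 1 fell (27 and 2 adjusted over the list alone; camera adjusted p = 3.78e-07, adjusted p = 0.397 with an estimated correlation and adjusted p = 0.0317 by exact permutation). Their list value was 0.26 ± 0.25, from 0.02 to 0.71. Translation factors that rose include the initiation factor Eif3j1 (log2 fold change 0.77, standard error 0.11, adjusted p = 2.16e-06) and Eif4ebp1, an inhibitor of cap-dependent initiation (log2 fold change 1.56, standard error 0.32, adjusted p = 0.000424). Of 51 spliceosome and mRNA processing genes 13 rose, such as Hnrnpu (log2 fold change 0.39, standard error 0.08, adjusted p = 0.000444), and 6 fell, such as Snrpb (log2 fold change -0.35, standard error 0.08, adjusted p = 0.00107), with a list median of 0.16 (14 and 6 adjusted over the list alone; camera adjusted p = 0.0446, adjusted p = 0.787 with an estimated correlation and adjusted p = 0.496 by exact permutation). Of the JAK-STAT genes 22 of 58 rose and 6 fell (23 and 6 adjusted over the list alone; camera adjusted p = 0.00046, adjusted p = 0.156 with an estimated correlation and adjusted p = 0.00186 by exact permutation), among them the oncostatin M receptor Osmr (log2 fold change 1.31, standard error 0.15, adjusted p = 7.78e-08). Of 23 acute phase and antioxidant genes 18 rose, such as haptoglobin (Hp; log2 fold change 2.28, standard error 0.49, adjusted p = 0.000587), and 1 fell (the same counts adjusted over the list alone; camera adjusted p = 1.89e-07, adjusted p = 0.223 with an estimated correlation and adjusted p = 0.00334 by exact permutation). Of 20 cytokine genes 6 rose and 2 fell (the same counts adjusted over the list alone; camera adjusted p = 0.418, adjusted p = 0.82 with an estimated correlation and adjusted p = 0.0342 by exact permutation). The mRNA processing list did not pass camera without the HT mice C54 and C55, chosen after seeing the data (median 0.04, adjusted p = 0.869), nor with only genes with a mean of at least 20, only genes with a mean of at least 100, upper-quartile scaling, quantile normalization, only the 2 groups compared in the fit, a weight for each library or voom (adjusted p from 0.0501 to 0.47) or without any 1 of mice C9, C10, C17, C44, C54 or C55 (adjusted p from 0.0503 to 0.203).

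**Figure D3:**
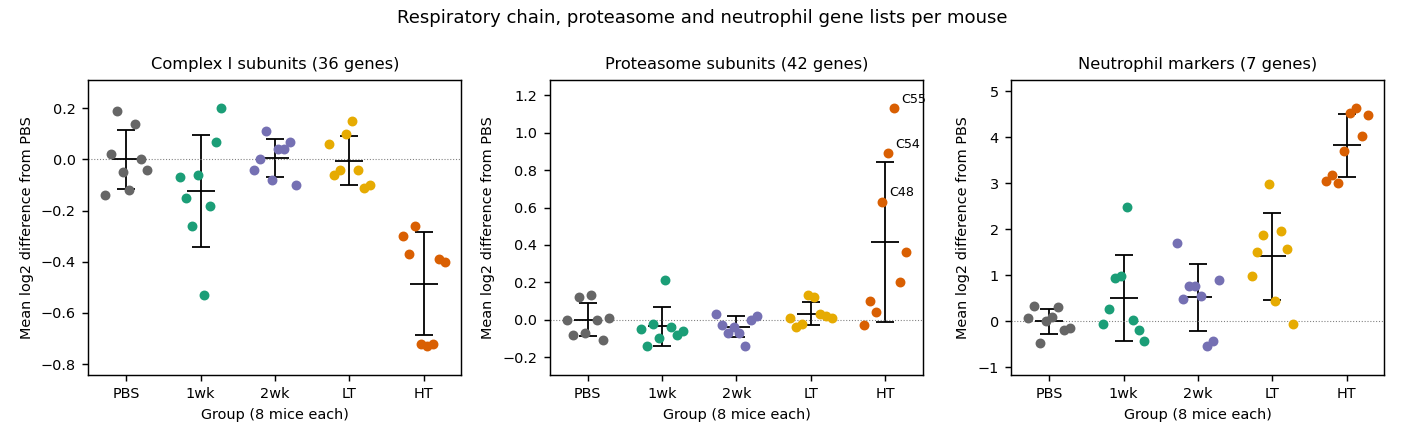
List value of 36 complex I subunits, 42 proteasome subunits and 7 neutrophil markers in each mouse. The vertical axis is the mean log2 difference of the members from the PBS mean and the horizontal axis gives the 5 groups. Points are mice, bars are the mean and SD of 8 mice. HT mice C48, C54 and C55 lie at 0.63, 0.89 and 1.13 for the proteasome list and the other HT mice at or under 0.36, while all 8 HT mice lie between -0.73 and -0.26 for complex I.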

In the HT group, we identified upregulation of Proteasome, mRNA processing, Translation processing, and multiple inflammation-associated pathways. 

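Genes induced by interferon gamma were lower in every tumor-bearing group. Of 46 measured, 28 fell at 1wk, 5 at 2wk, 23 in LT and 32 in HT mice, and the number that rose was 0, 0, 0 and 2. Adjusted over the list alone 34, 28, 32 and 34 fell and 1, 0, 5 and 2 rose. The list includes Cd274, Gbp2, Gbp6, Irf1, Nlrc5, Trim21 and Wars, which the paper chose as shared falls in these same libraries. It also includes other genes of its Fig. 2, such as Gbp3, Iigp1 and Tgtp1. The counts and p values of this list are therefore not independent evidence. Genes of antigen processing were counted but not tested as a set. Of 23 genes with symbols starting H2- or Tap, immunoproteasome genes and B2m, 6 fell at 1wk (H2-Q4, Psmb8, Psmb9, Tap1, Tap2 and Tapbpl), 0 at 2wk by limma, 4 in LT and 10 in HT mice. The H2- genes were chosen by symbol and not by class, and H2-Ke6 is among the 10. The median log2 fold change of the interferon gamma list was -0.99 at 1wk (camera adjusted p = 6.1e-60, adjusted p = 0.02 with an estimated correlation and adjusted p = 0.00186 by exact permutation) and -0.55 at 2wk (camera adjusted p = 6.78e-44, adjusted p = 0.0654 with an estimated correlation and adjusted p = 0.0373 by exact permutation). It was -0.64 in LT (camera adjusted p = 4.27e-29, adjusted p = 0.152 with an estimated correlation and adjusted p = 0.0194 by exact permutation) and -0.81 in HT mice (camera adjusted p = 5.04e-14, adjusted p = 0.246 with an estimated correlation and adjusted p = 0.00186 by exact permutation). The list value was -1.19 ± 0.16 in 1wk, -0.71 ± 0.48 in 2wk, -0.85 ± 0.47 in LT and -1.1 ± 0.2 in HT mice (SD, n = 8), and lay below the lowest PBS mouse in 8, 5, 7 and 8 of 8 mice. Of 35 genes induced by type I interferon, 2 fell at 1wk, none at 2wk by limma (8 adjusted over the list alone), 4 in LT and 15 in HT mice, where 3 rose. Adjusted over the list alone 14 fell at 1wk, 12 in LT and 16 in HT mice. Their medians were -0.45 at 1wk (camera adjusted p = 4.22e-16, adjusted p = 0.167 with an estimated correlation and adjusted p = 0.0373 by exact permutation) and -0.4 at 2wk (camera adjusted p = 4.22e-16, adjusted p = 0.167 with an estimated correlation and adjusted p = 0.0883 by exact permutation), then -0.36 in LT (camera adjusted p = 1.48e-10, adjusted p = 0.246 with an estimated correlation and adjusted p = 0.0845 by exact permutation) and -0.4 in HT mice (camera adjusted p = 0.0109, adjusted p = 0.759 with an estimated correlation and adjusted p = 0.112 by exact permutation). The difference between the lists was not tested.

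**Figure D4:**
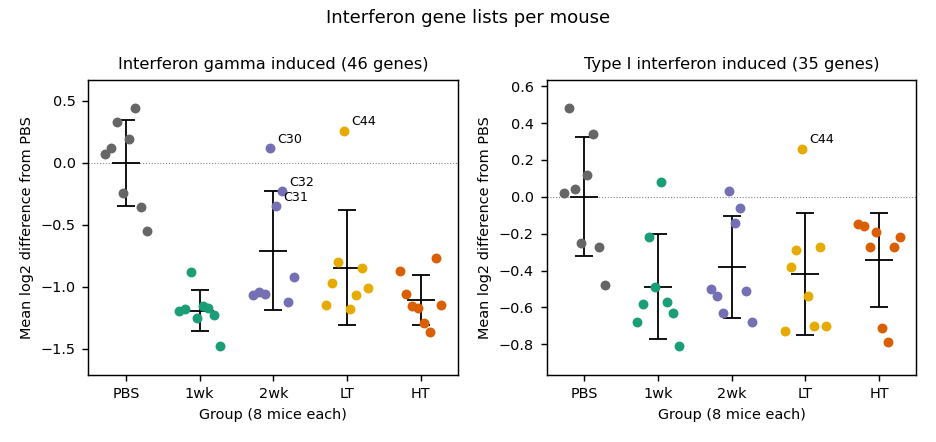
List value of 46 genes induced by interferon gamma and of 35 genes induced by type I interferon in each mouse. The vertical axis is the mean log2 difference of the members from the PBS mean and the horizontal axis gives the 5 groups. Points are mice, bars are the mean and SD of 8 mice. For the interferon gamma list the 2wk mice C30, C31 and C32 and the LT mouse C44 lie within the range of the PBS mice, -0.55 to 0.44, and the other 28 tumor-bearing mice lie below it.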

Multiple immune system-related pathways were downregulated at 1wk along with type-II-interferon pathways also consistently dysregulated in LT and HT groups. 

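Nuclear genes of every respiratory complex were lower in HT than in PBS mice. All 36 complex I subunits measured fell, as did 11 of 13 subunits of complexes II and III, 11 of 14 of complex IV and 17 of 18 of complex V, and none rose (36, 13, 11 and 18 fell adjusted over the list alone). Ndufs5 of complex I was 495 ± 71.7 in HT and 765 ± 58.5 in PBS mice (SD, n = 8 per group; log2 fold change -0.64, standard error 0.09, adjusted p = 1.77e-06). Atp5k of the ATP synthase was 1973 ± 363 and 3023 ± 254 (log2 fold change -0.63, standard error 0.1, adjusted p = 8.94e-06). Cyc1, the cytochrome of complex III, also fell (log2 fold change -0.8, standard error 0.13, adjusted p = 2.92e-05). Of 22 TCA cycle enzymes 12 fell and none rose (16 fell adjusted over the list alone; camera adjusted p = 1.39e-06, adjusted p = 0.495 with an estimated correlation and adjusted p = 0.0373 by exact permutation), with fumarase (Fh1) at 2652 ± 319 against 3609.6 ± 341 (log2 fold change -0.45, standard error 0.09, adjusted p = 0.000264). The median log2 fold change was -0.52 for complex I (camera adjusted p = 1.77e-20, adjusted p = 0.192 with an estimated correlation and adjusted p = 0.00186 by exact permutation) and -0.5 for complexes II and III (camera adjusted p = 5.36e-09, adjusted p = 0.246 with an estimated correlation and adjusted p = 0.00186 by exact permutation). For complex IV it was -0.44 (camera adjusted p = 2.65e-07, adjusted p = 0.204 with an estimated correlation and adjusted p = 0.00453 by exact permutation) and -0.45 for complex V (camera adjusted p = 9.32e-10, adjusted p = 0.213 with an estimated correlation and adjusted p = 0.00186 by exact permutation). The complex I list value was -0.49 ± 0.2 in HT mice, below the lowest PBS mouse in 8 of 8. The 26 mitochondrially encoded genes on a further list were not among the genes of the table, so the changes are of nuclear genes.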

The most downregulated pathways in HT were associated with metabolism and mitochondrial systems, including oxidative phosphorylation (OXPHOS), ATP synthesis, TCA cycle, and Electron transport chain (ETC) pathways. When compared to analysis utilizing a background gene list, the top pathways and biphasic characteristics were similar, confirming our results (Supplementary File 3).

**Fig. 3:**
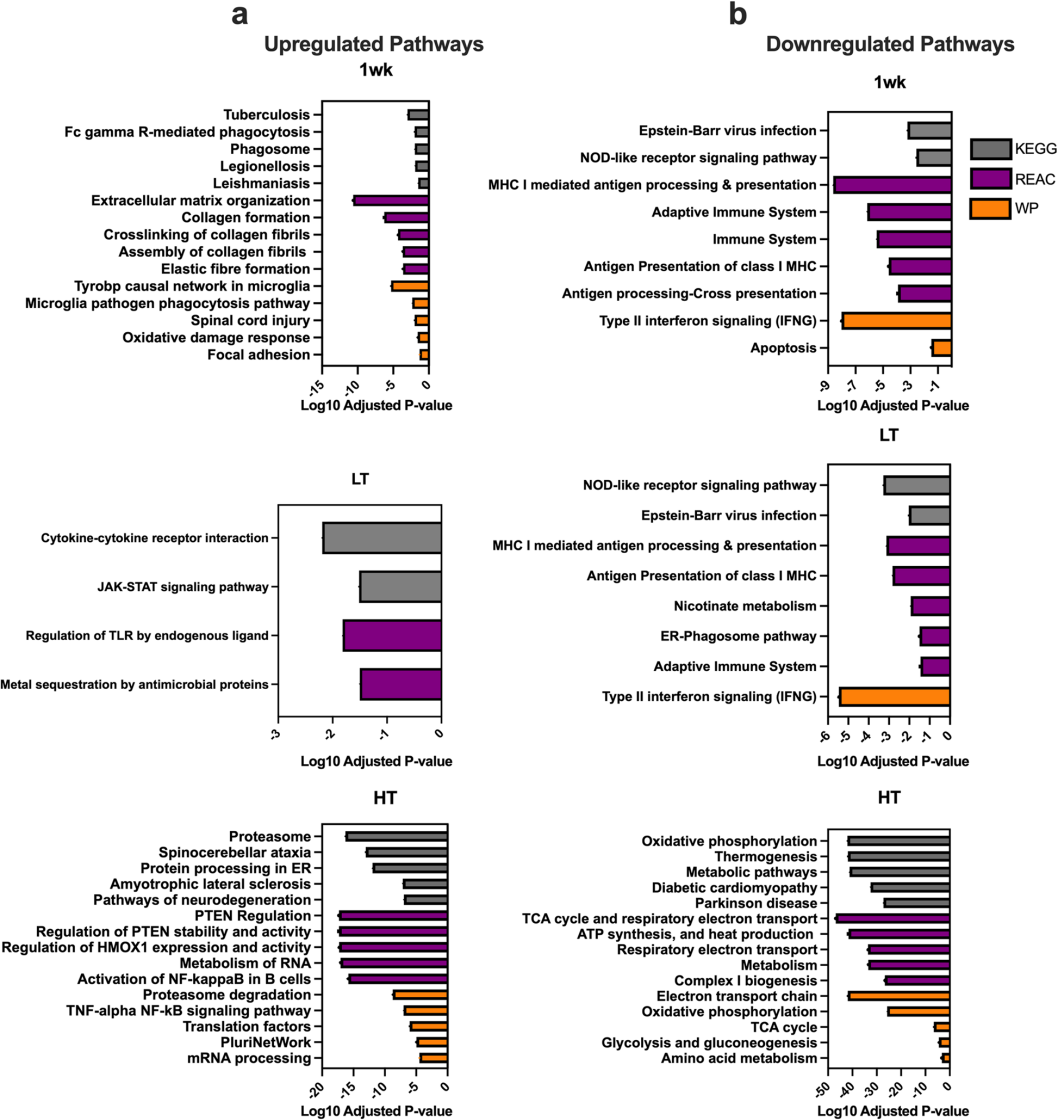
Top 5 Up- (**a**) and Downregulated Pathways (**b**) for KEGG Reactome and WikiPathways. Tumor-bearing 1 week (1wk), Low Tumor (LT), and High Tumor (HT) compared to PBS control. Adjusted *P*-value < 0.05

### A comparison of RNA sequencing to MitoCarta shows striking alterations to mitochondria-associated genes in CC

Considering the substantial disruption of mitochondria-associated pathways, we compared the current dataset with MitoCarta 3.0, composed of 1,141 known mitochondrial-associated genes [28]. 

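Counted over the 4 comparisons with PBS, 39 genes of the mitochondrial inventory MitoCarta were higher and 429 lower in at least 1 tumor-bearing group. These are 3.4% and 37.6% of the genes listed, or 3.8% and 41.9% of the 1025 measured. The genes that were higher include Gsr, glutathione reductase (log2 fold change 0.84, adjusted p = 0.00062 in HT). Those that were lower include Endog, a mitochondrial nuclease (log2 fold change -1.35, adjusted p = 3.79e-06 in HT), and Pyurf (log2 fold change -0.6, adjusted p = 1.61e-06). Without the HT mice C48, C54 and C55, chosen after seeing the data, 276 MitoCarta genes were called in at least 1 group.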

Altogether, overlapping DEGs represent 6% and 41% of MitoCarta genes that were up- and downregulated with LLC, respectively (Fig. 4a, b). Very few genes matched the MitoCarta in the pre-cachectic groups. 

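At 1wk 3 MitoCarta genes passed the test: Slc25a24, a carrier of ATP and phosphate, rose (log2 fold change 0.81, standard error 0.2, adjusted p = 0.0409), and Pcx, pyruvate carboxylase (log2 fold change -0.68, standard error 0.12, adjusted p = 0.00114), and Sqor, an enzyme of sulfide oxidation (log2 fold change -0.3, standard error 0.07, adjusted p = 0.0281), fell. Adjusted over the list alone 1 gene fell and none rose at 1wk. No MitoCarta gene passed limma in 2wk or LT mice, over all genes or adjusted over the list alone, while 586 and 1542 genes of the whole table had an unadjusted p under 0.05 in these groups. The median log2 fold change of the 1025 measured MitoCarta genes was -0.08 at 1wk, where 792 were below PBS (camera adjusted p = 2.03e-07, adjusted p = 0.377 with an estimated correlation and adjusted p = 0.473 by exact permutation). At 2wk it was -0.01 (camera adjusted p = 0.14, adjusted p = 0.942 with an estimated correlation and adjusted p = 0.806 by exact permutation). In LT mice it was -0.01 (camera adjusted p = 0.461, adjusted p = 0.992 with an estimated correlation and adjusted p = 0.672 by exact permutation). The 1wk median was -0.04 without C17 (camera adjusted p = 0.000589) and -0.05 with upper-quartile scaling. Slc25a24 did not pass with only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.172 to 0.174) or without any 1 of mice C5, C6, C8, C9, C11, C13, C15, C16, C17 or C18 (adjusted p from 0.0563 to 0.142). Sqor failed with upper-quartile scaling, only the 2 groups compared in the fit or thinned libraries (adjusted p from 0.0703 to 0.209) or without any 1 of mice C5, C6, C8, C9, C11, C13, C14, C15 or C17 (adjusted p from 0.0518 to 0.102).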

In the HT group, 55 up- and 421 downregulated genes were matched (Fig. 4c). 

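In HT mice 39 MitoCarta genes rose and 428 fell (42 and 463 adjusted over the list alone), or 3.8% and 41.8% of the measured genes, against 17.6% and 14.2% of the 11548 other genes. The median log2 fold change was -0.21 (camera adjusted p = 9.2e-14, adjusted p = 0.204 with an estimated correlation and adjusted p = 0.00186 by exact permutation), and 792 of 1025 genes were below PBS. The mitochondrial ribosome was part of this: 35 of 78 of its protein genes fell and 1 rose (41 and 1 adjusted over the list alone; camera adjusted p = 8.31e-08, adjusted p = 0.327 with an estimated correlation and adjusted p = 0.00186 by exact permutation). Examples are Mrpl12 (log2 fold change -0.64, adjusted p = 1.79e-05) and Mrps24 (log2 fold change -0.67, adjusted p = 0.000169). The MitoCarta list value lay below the lowest PBS mouse in all 8 HT mice. Without the HT mice C48, C54 and C55, chosen after seeing the data, 271 MitoCarta genes were called.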

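Alas2, the erythroid enzyme that starts heme synthesis, rose most of the MitoCarta genes in HT mice, from 129 ± 63.4 to 944 ± 457 (SD, n = 8 per group; log2 fold change 2.87, standard error 0.33, adjusted p = 4.51e-08). It lies on chromosome X from 149330413 to 149353619 and is also on the list of erythroid markers, of which most rose in HT mice. Bnip3, a mitophagy receptor, rose from 2859.9 ± 204 to 7126 ± 5821 (log2 fold change 1.01, standard error 0.21, adjusted p = 0.000462) and was highest in the HT mice C54 (13040) and C55 (19240). Casp8, the initiator caspase of death receptors, rose from 44.5 ± 6.24 to 82.5 ± 15.9 (log2 fold change 0.86, standard error 0.21, adjusted p = 0.00169). Of the 20 MitoCarta genes shown as upregulated in Fig. 4d, 10 rose in HT mice, 9 were higher without passing, such as Pdk4 (log2 fold change 0.98, adjusted p = 0.147), and Mthfd2 was below PBS without passing (log2 fold change -0.35, adjusted p = 0.187). The figure takes genes of the tumor-bearing females, and the authors' log2 fold change of Mthfd2 in HT is also below 0, at -0.31.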

The top 20 MitoCarta matched are shown in Fig. 5d including *Alas2, Bnip3,* and *Casp8* (Fig. 4d). 

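Cox5a, a subunit of the terminal oxidase of respiration on chromosome 9 from 57428515 to 57439710, fell from 5141 ± 943 in PBS to 2940.3 ± 574 in HT mice (SD, n = 8 per group; log2 fold change -0.81, standard error 0.12, adjusted p = 1.17e-05). Slc25a47, a mitochondrial carrier on chromosome 12 from 108817055 to 108822742, fell from 84.8 ± 9.33 to 32.6 ± 15.1 (log2 fold change -1.47, standard error 0.19, adjusted p = 8.4e-07). Slc25a25, a carrier of ATP and phosphate, fell from 3103 ± 951 to 1281 ± 556 (log2 fold change -1.36, standard error 0.31, adjusted p = 0.00101). Slc25a35 (log2 fold change -1.16, adjusted p = 0.000388) and Slc25a29 (log2 fold change -1.04, adjusted p = 0.000155) also fell. Of 37 measured Slc25 genes 12 fell and Slc25a24 rose in HT mice, with a median log2 fold change of -0.18. All 20 MitoCarta genes shown as downregulated in Fig. 4d fell. Slc25a24 did not pass with upper-quartile scaling, voom, thinned libraries or the authors' p-values (adjusted p from 0.0566 to 0.119) or without any 1 of mice C5, C6, C8, C9, C38, C46, C48 or C55 (adjusted p from 0.057 to 0.0955).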

*Cox5a,* a subunit of Cytochrome C Oxidase and multiple mitochondrial transporters genes were among the top 20 downregulated genes, including *Slc25a47, Slc25a25,* and other *Slc* genes (Fig. 4d).

**Fig. 4:**
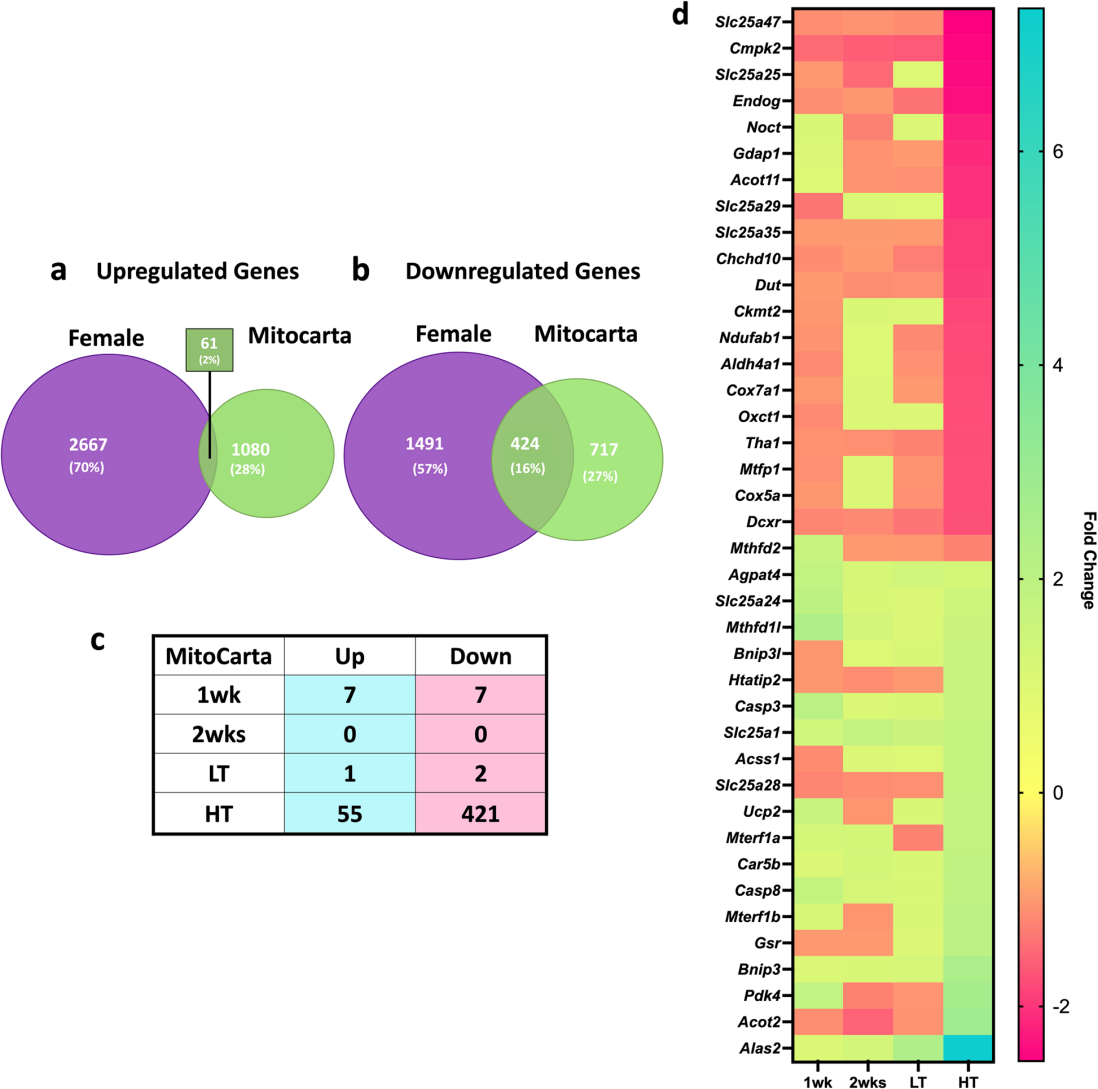
DEGs Tumor-bearing Female and MitoCarta 3.0 Cross-reference. Venn Diagram of Upregulated Genes (**a**), Venn Diagram of Downregulated Genes (**b**), Matching Genes (**c**) of Female and MitoCarta 3.0 datasets, Top 20 Up- and Downregulated matching Genes of Tumor-bearing Female and MitoCarta 3.0 (**d**) genes organized from lower to higher FC in HT

**Fig. 5:**
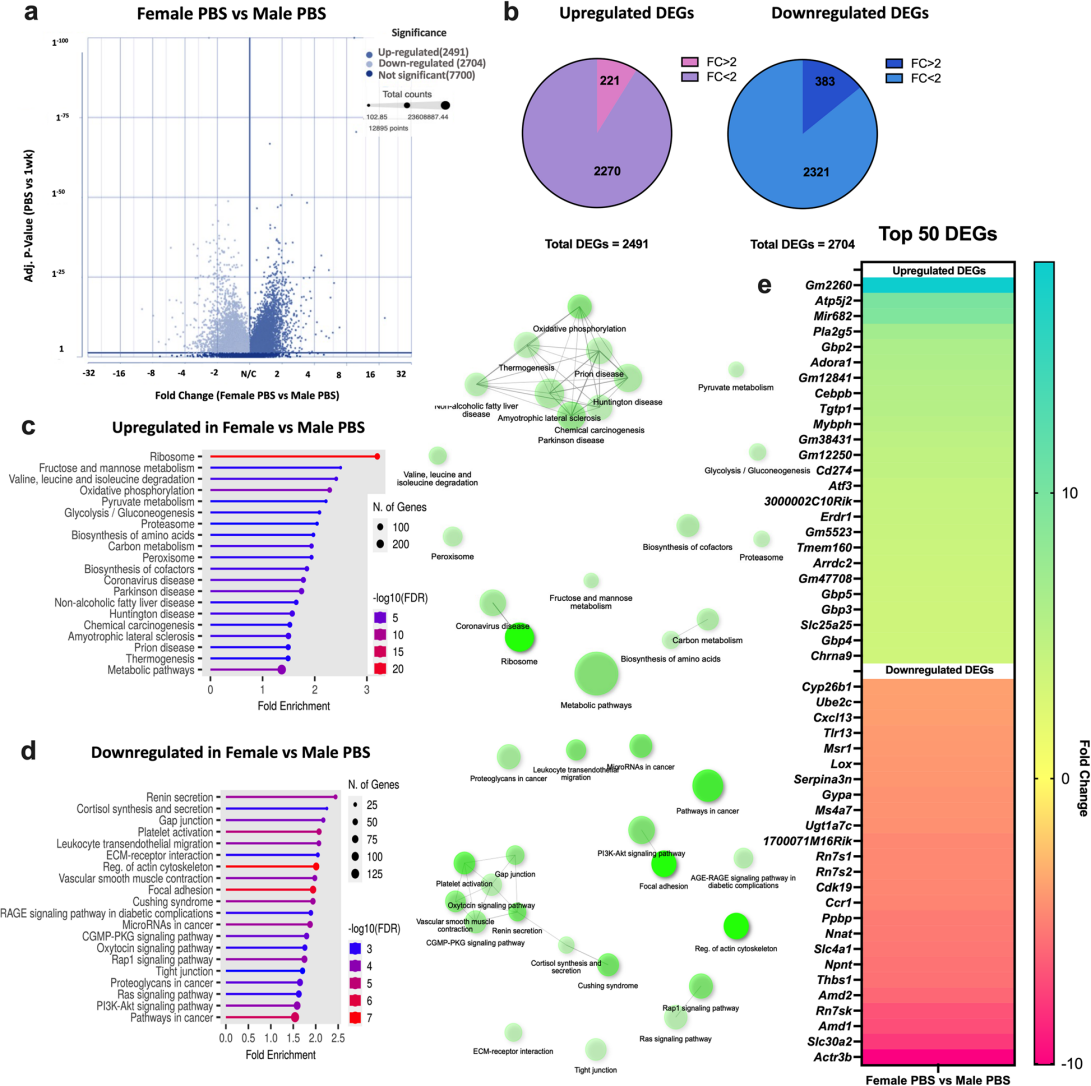
Female and Male Basal Comparison. Volcano plot of DEGs (**a**), Total DEGs and FC > 2 cutoff (**b**), Top 20 Upregulated Pathways and Pathway Network (ShinyGO, **c**) Top 20 Downregulated Pathways and Pathway Network ( ShinyGO, **d**), Top 50 DEGs (**e**). Adjusted *P*-value < 0.05

### Comparison of RNA sequencing to males revealed biological sex dimorphism in transcriptomic alteration in CC

As biological sex plays an important role in CC [10, 17, 18], we cross-referenced female data with our previously published study utilizing LLC-induced cachexia in males [12]. We previously reported phenotypic data for this male subset including an ~ 17% lower gastrocnemius mass in cachectic animals (four weeks of tumor development) compared to PBS control [12, 19]. In males, non-skeletal muscle tissues that are sensitive to cachexia development showed similar changes. Specifically, we observed splenomegaly (350% greater compared to the control group), hepatomegaly (35% greater than the control), and fat loss (34.5% lower compared to the control group) after three to four weeks of tumor development [19, 29]. For consistency, we reanalyzed male datasets using matching parameters as in the current study. To gain insight into intrinsic transcriptional differences in skeletal muscle across biological sexes in the absence of tumor-bearing conditions, we compared female PBS to male PBS (Fig. 5). Our analysis identified a total of 2491 upregulated and 2704 downregulated DEGs in females compared to males PBS (adjusted *P*-value < 0.05 and fold change (FC) > 1) (Fig. 5a). To further investigate the extent of these differences, we applied a more stringent FC cutoff of > 2, which revealed 221 upregulated and 383 downregulated DEGs (Fig. 5b). To understand the biological implications of these gene expression alterations, we performed a pathway analysis. This revealed that in female PBS, there was an upregulation of pathways related to *Ribosomes*, several *Metabolic processes*, and *Proteasome*-associated pathways. Conversely, there was a downregulation of pathways related to *cortisol synthesis and secretion, gap junction, ECM-receptor interaction, regulation of actin cytoskeleton, focal adhesion, and PI3K-Akt signaling* pathways (Fig. 5c, d). The top 50 up- and down-regulated genes are illustrated in Fig. 5e. In tumor-bearing groups, there was a 31% overlap of DEGs, (genes displayed in several time points were accounted only once for percentage calculation), with a total of 1282 up- and 1098 downregulated overlapping DEGs, respectively (adj. *P*-Value < 0.05, Fig. 6a, b). The total DEGs for females and males indicate an early transcriptional response to tumor presence in females with more DEGs in the presence of global cachexia, while males lack the early response and show higher DEGs at the later stage (Fig. 6c). No overlapping genes were found in 1- and 2-wks groups in females and males (Fig. 6d). Only 13 matching upregulated genes were identified between female LT and male 3wks groups, while in groups that displayed cachectic phenotype (female-HT and 4-wks-male), there were 1269 up- and 1089 downregulated genes matching between female and male LLC-bearing mice (Fig. 6d). Amongst the top ten shared up- and downregulated genes for females and males, there were three (*Lcn2, Csf3r, Slfn4)* upregulated and one (*Tgtp2)* downregulated common gene (Fig. 6e, f). Downregulation of *Gbp* genes was exclusive to female LLC-bearing mice (Fig. 6e, f).

**Fig. 6:**
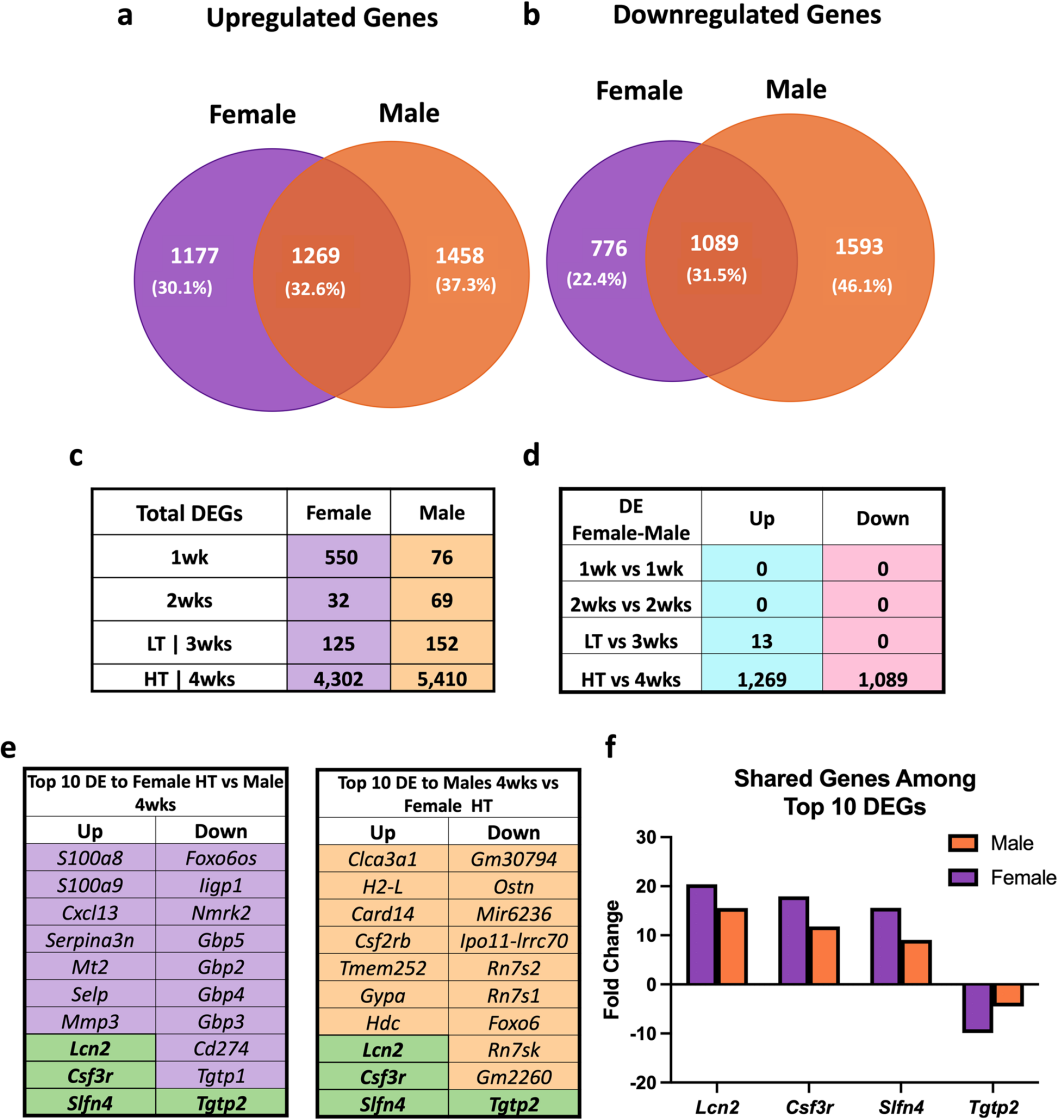
Female and Male Comparison. Venn Diagram of Upregulated Genes (**a**), Downregulated Genes (**b**), Total DEGs at each time point for females and males (**c**), Matching DEGs (**d**) of Female and Male datasets, Top 10 Genes Female HT vs 4wks (**e**), Top 10 Genes Male 4wks vs Female HT. Shared DEGs FC (**f**). Purple cells = genes unique to females, orange cells = genes unique to males, and green cells = common genes between biological sexes. Adjusted *P*-value < 0.05

To understand the differences and similarities of CC-induced transcriptomic shifts in females and males, we compared dysregulated pathways (Fig. 7). Both G:Profiler and ShinyGO 0.77 analysis resulted in similar outcomes. We found only one common downregulated pathway in 1wk groups and one common upregulated pathway in female LT and 3wks male groups. Most overlapping pathways were in the cachectic groups (female HT and male 4wks), with a total of 192 and 52 up-and downregulated respectively (Fig. 7c). Considering the cachectic groups in both males (4 weeks) and females (HT) displayed the larger transcriptomic alterations, we focused subsequent analyses on 4 weeks and HT groups only. We next analyzed the top 20 disrupted pathways of each KEGG, Reactome, and WikiPathways, observing 37.5% of pathways were shared by cachectic females and males (Fig. 7d, one repeated pathway was excluded). Amongst shared pathways, we identified upregulation of pathways associated with inflammation, metabolism of RNA, mRNA processing, autophagy, and exercise-induced circadian regulation, accompanied by downregulation of pathways associated with metabolism and mitochondrial systems (Fig. 7d). We noted a more potent disruption of shared pathways in male compared to female mice, with male 4 weeks showing a more robust significance of the dysregulated pathways (Fig. 7d, Adj. *p*-value < 0.05). Unique dysregulated pathways for females and males are in Additional file 1a-b and show female-unique upregulation of oxidative stress response, auto-degradation of the E3 ubiquitin ligase COP1, and proteasome among others. Upregulation of insulin signaling, cellular responses to stress, and metabolism of proteins among others, were unique to males (Additional File 1). Additionally, distinct upregulation of *Interferon Pathways* including 15 genes (*Ube2l6, Isg15, Flnb, Ptpn6, Eif4g1, Eif4a3, Plcg1, Pias1, Abce1, Ptpn1, Kpna1, Ppm1b, Arih1, Kpnb1, and Ptpn11*) was noted in 4wks male (Data not shown, *p* = 0.0001). Unique downregulated pathways to females displayed a relationship with mitochondrial pathways (Additional file 1a), while male-only downregulated pathways included DNA replication and repair, estrogen signaling, and ribosomal pathways, in which 40% of genes in this pathway were dysregulated, including many Mitochondrial Ribosomal Proteins (MRBLs) and Ribosomal Proteins (RPSs) genes (Additional file 1b).

**Fig. 7:**
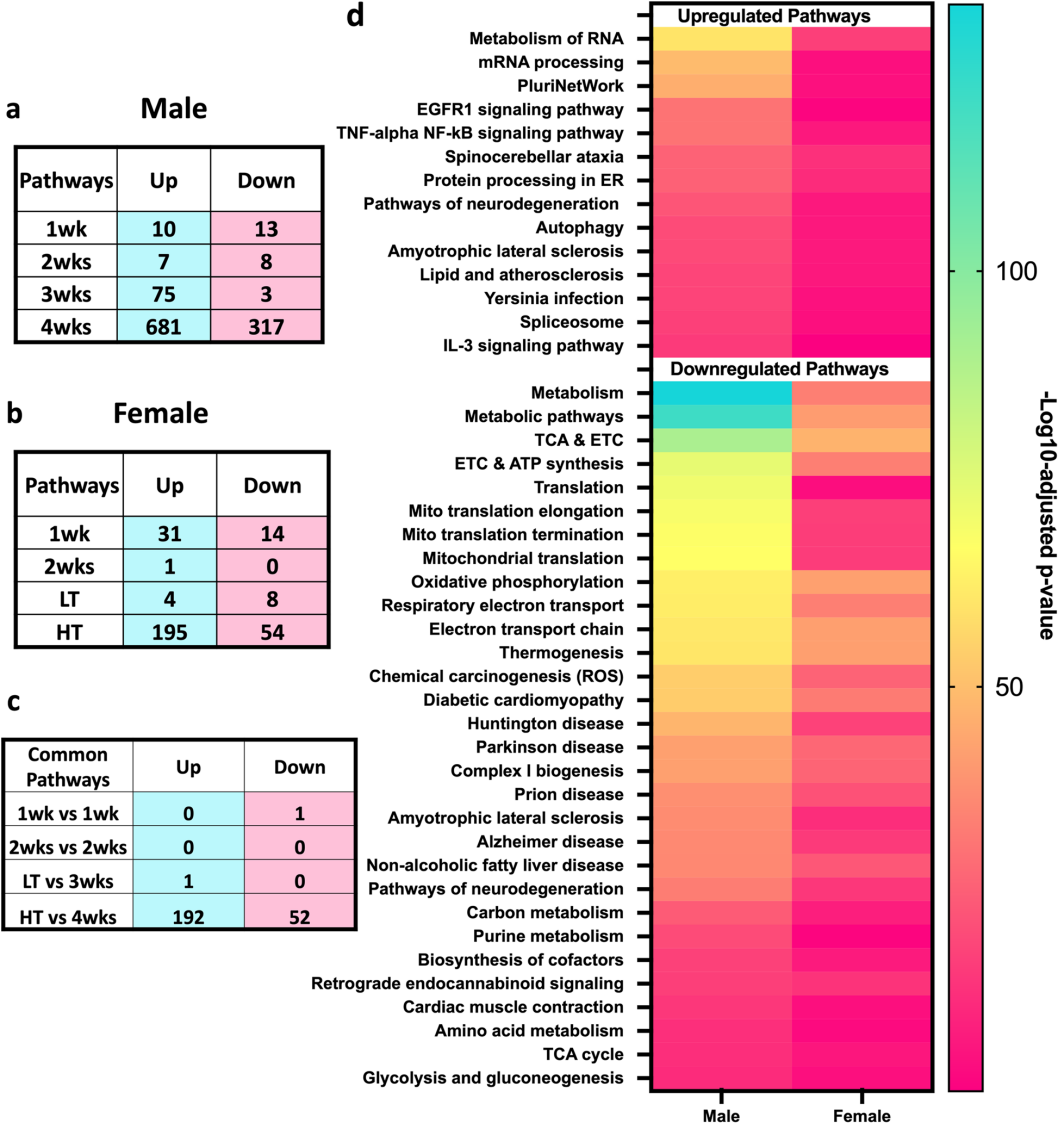
Female and Male Pathway Comparison. Numer of dysregulated pathways in males (**a**), Number of dysregulated pathways in females (**b**), Matching Pathways in males and females (**c**) Top shared pathways in males and females (**d**)

After the observation of many mitochondrial-associated pathways being a dominant factor in the comparison of male and female mice undergoing CC, we inquired whether there were differences in MitoCarta matched genes in CC between biological sexes (Fig. 8). Comparably with global gene expression, the most commonalities were found in the HT vs 4wks comparison, with 20 up- and 342 downregulated shared mitochondrial-associated genes (Fig. 8a). Four genes displayed inverse expression profiling between biological sexes (Fig. 8b). Figure 8c shows ~ 19% share of total upregulated mitochondrial genes of females and males, highlighting the unique upregulation of apoptotic genes and mitochondrial gene expression-related genes in females, while fatty acid biosynthesis-related genes were uniquely upregulated in males. Downregulated mitochondrial genes displayed 54% shared genes between sexes (Fig. 8d). Figure 8e shows a distinction in Log_2_FC between the mitochondrial genes associated with the three top common pathways between biological sexes, highlighting a more prominent impact in males (higher Log_2_FC) compared to females.

**Fig. 8:**
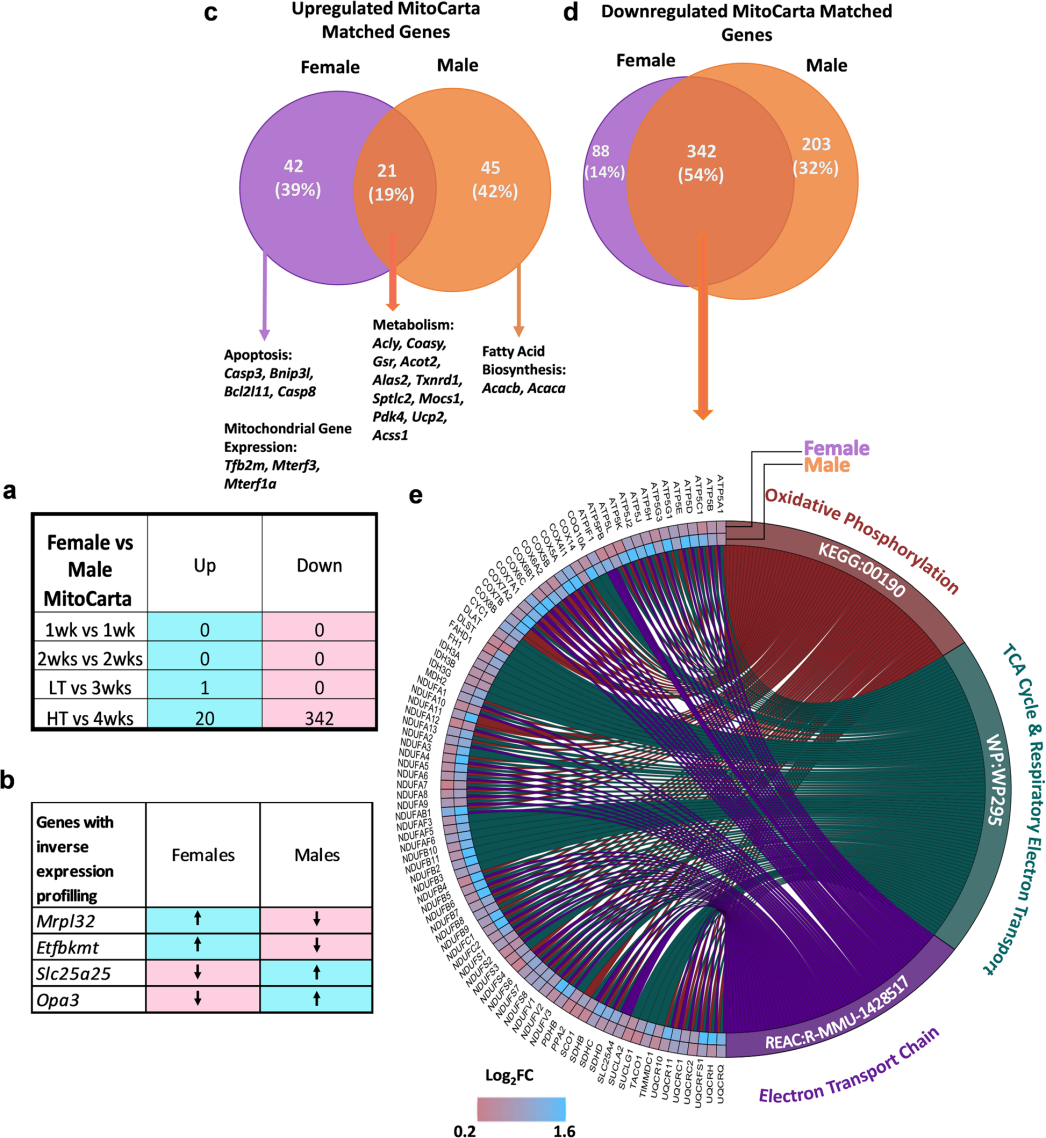
Biological dimorphism with a focus on mitochondrial genes. Total number of shared mitochondrial genes in females and males at all time points (**a**). Inversed expression of four mitochondrial genes between biological sexes across all time points (**b**). Venn diagram of up-and down-regulated mitochondrial genes in females High tumor (HT) and males 4wks (**c** & **d**). Chord diagram display differences in Log_2_FC in common downregulated mitochondrial genes (**e**)

## Discussion

Effective treatments for CC remain lacking. Unfortunately, most preclinical studies have been historically performed in males, overlooking likely biological sex dimorphisms. Our group and others have shown differences in CC development between biological sexes [10, 17–21], demonstrating the necessity to study underlying mechanisms of CC unique to each biological sex. Here, we first evaluated the time course of transcriptomic alterations in response to LLC-induced CC in female mice. We then directly compared cachexia-induced transcriptomic alterations between the current dataset in female LLC-bearing mice with prior data from our laboratory in male LLC-bearing mice [12]. In females, we observed muscle transcriptomic shifts one week following tumor allograft. Most importantly, major transcriptomic alterations occurred with the onset of the whole-body cachectic phenotype despite the relative preservation of gastrocnemius muscle mass in females. We further show the disruption of important pathways involved in detriments to muscle function and health with cachectic development, including *cell structure, autoimmune system, protein ubiquitin, JAK-STAT pathways, and oxidative metabolism* in female mice. Cross-referencing female and male data [12] demonstrate only a ~ 32% overlap in DEGs of cachectic mice between biological sexes. Our data demonstrate unique downregulation of type-II-interferon genes amongst the top DEGs and pathways to female mice. Overall, data suggest a specific biological sex signature to CC progression.

### Overview of transcriptomic shifts in female mice undergoing LLC-induced cachexia

Our experimental model was successful in demonstrating key components of cachectic phenotype, including loss of fat mass, TA and soleus muscle wasting, and splenomegaly. Transcriptional profiling of gastrocnemius muscle showed strong transcriptomic alteration one week after cancer inoculation. Moreover, ~ 86% of all DEGs were observed only after global cachectic phenotype occurred. These findings are consistent with prior reports, confirming large transcriptomic shifts concurrent with the onset of the cachectic phenotype [10, 12, 30]. Similarly, prior research showed transcriptomic alterations in early and late stages of C26 colorectal and pancreatic ductal adenocarcinoma cancer-induced cachexia, despite mitigated muscle mass loss at early cachexia stages in females [10, 30]. 

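At 1wk 66 genes differed from PBS, and in 62 of them all 8 mice lay on the same side of the PBS mean. Lamb1, a laminin chain of basement membranes, rose from 328 ± 30.3 to 489 ± 77.1 (SD, n = 8 per group; log2 fold change 0.56, standard error 0.11, adjusted p = 0.00434). A direct comparison of 2wk with 1wk mice called 2 genes, both higher at 2wk. They were Irgm2, an interferon-induced GTPase, at 472 ± 145 against 210.0 ± 40.2 (log2 fold change 1.12, standard error 0.21, adjusted p = 0.0193). Mknk1, a kinase of the translation factor eIF4E, was the other, at 487 ± 31.7 against 364 ± 33.4 (log2 fold change 0.42, standard error 0.07, adjusted p = 0.0172). These 2 genes were named after their values were seen. As a group, the genes induced by interferon gamma were higher at 2wk than at 1wk (1 of 46 rose, 12 adjusted over the list alone; camera adjusted p = 1.45e-16, adjusted p = 0.211 with an estimated correlation and adjusted p = 0.0373 by exact permutation). The extracellular matrix list was lower, with no member called over all genes and 5 that fell adjusted over the list alone (camera adjusted p = 1.69e-18, adjusted p = 0.213 with an estimated correlation and adjusted p = 0.0708 by exact permutation). The count for 2wk against 1wk was 0 without any 1 of mice C14, C18, C28 or C32, 1 without C16, C20, C29, C30 or C31, and 8 without C27. From the genes that differed from PBS at each time point, the paper concludes that the muscle transcriptome was already altered 1 week after inoculation and that a large part of the shift came with the onset of cachexia.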

Altogether, a large degree of transcriptomic shifts occurs with the onset of cachexia.

### Consistent dysregulation of GBPs across the development of CC in females

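Genes that differ from PBS both at 1wk and in HT mice include, on the lower side, the guanylate-binding protein genes Gbp2 to Gbp6 and the T cell inhibitory ligand Cd274, and on the higher side the matrix protein Sparc and the basement membrane collagen Col4a1. The lists of 1wk and HT shared 12 higher and 41 lower genes, or 63.2% and 87.2% of the 1wk genes, while LT and HT shared 93.5% and 91.8% of the LT genes. Unchanged groups simulated with a shared control, each gene varying on its own, shared a mean of 14.26 higher and 33.91 lower genes for 1wk and HT. Independent lists would share 3.13 and 7.74, and with split PBS mice the median number shared was 1 and 29. Genes that vary together are not covered by the simulation. Across genes, which are not independent replicates, the covariance of the log2 fold changes was 0.049 for 1wk and HT and 0.063 for LT and HT. The simulations with a shared control gave 0.017. They used a spread per gene pooled over all 5 groups, not the spread of the PBS mice themselves. The differences were 0.033 and 0.046. These differences take off the part of the shared PBS libraries only as far as that pooled spread describes the PBS mice. The low depth that LT and HT libraries have in common is not taken off, so the differences are no measure of a shared effect of the tumor alone. For the other pairs they were 0.016 for 2wk and HT, 0.014 for 1wk and LT, 0.009 for 1wk and 2wk and 0.007 for 2wk and LT. In the authors' deposited table 1wk and HT share 161 higher and 83 lower genes and LT and HT 55 and 51.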

We next cross-referenced DEGs between all tumor-bearing groups revealing the 1wk and HT groups shared the most similarities. Interestingly, we observed only ten genes consistently dysregulated across all time points. These ten genes were associated with downregulation of Type II interferon signaling, including upregulation of three type II interferon repressors and the downregulation of seven genes associated with type II interferon activation. Furthermore, several Gbp genes were downregulated across all time points. Specifically, Gbps-2, -3, -4, -5, and -6 were amongst the ten most down-regulated genes across tumor-bearing groups. Gbps are a GTPase family strongly induced by interferons and can contribute to cell survival by inhibiting apoptosis [31]. Previous studies have shown Type II interferon signaling is downregulated in the muscle of aged mice undergoing impaired regeneration and inefficient muscle regeneration in interferon null mice, suggesting a role in muscle mass regulation [32, 33]. Moreover, a recent study utilizing single-cell RNA-seq revealed upregulation of interferon-induced GBP through endothelial cells within the skeletal muscle is a key mechanism of aging-associated muscle loss (sarcopenia) [34]. The role of Type II interferon signaling in muscle mass regulation is not yet fully understood, but this dataset supports a potential role for Type II interferon, specifically downregulation of *Gbps,* in the female-specific protection against CC muscle wasting.

### Pathway analysis: biphasic transcriptomic alterations in females

Consistent with prior work in pancreatic cancer patients [35], functional ontology revealed upregulation of pathways related to extracellular matrix (ECM) remodeling and cell structure in the 1wk group, including genes involved in collagen biosynthesis, deposition, and focal adhesion, such as several Col-family genes. 

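Of 32 measured collagen genes Col4a1 rose at 1wk, none fell and 27 were above PBS, with a median log2 fold change of 0.43. Col4a1, a chain of the network collagen of basement membranes, was 1521 ± 333 in 1wk and 975 ± 136 in PBS mice (SD, n = 8 per group; log2 fold change 0.62, standard error 0.13, adjusted p = 0.0112). It lies on chromosome 8 from 11248423 to 11362827. Its partner Col4a2 had a log2 fold change of 0.49 that did not pass (adjusted p = 0.0719). The fibrillar collagens Col1a1 (log2 fold change 0.98, adjusted p = 0.248), Col1a2 (0.89, adjusted p = 0.186) and Col3a1 (0.82, adjusted p = 0.319) and fibronectin (Fn1; 0.65, adjusted p = 0.217) did not pass over all genes, and these genes were named after their values were seen. Col1a1 was 1215 ± 721 in 1wk and 566 ± 173 in PBS mice. The collagen median was 0.14 at 2wk and -0.15 in LT mice. In HT mice it was -0.56, with 11 collagen genes lower and 3 higher (Col19a1, Col4a1 and Col4a2).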

In our recent publication [36], we have expanded upon our findings of enhanced collagen deposition in LLC-bearing mice, including data from a larger cohort of both male and female animals. Dysregulation in cell structure and induction of ECM remodeling, including collagen deposition and fibrosis, has been linked to poorer prognosis for cachectic patients [35, 37] and are observed in other tissues (i.e., cardiac muscle) [38], representing a hallmark of atrophy [15]. Notably, increased collagen deposition at the skeletal muscle endomysium is unique to cachectic cancer patients, whereas non-cachectic cancer patients do not exhibit collagen deposition [39]. Minimally disrupted pathways were noted in middle time points (2 wk and LT) other than the JAK-STAT pathway, a known mediator of cachectic wasting [30, 40] associated with the acute phase response commonly observed in cachexia [30, 40].

Imbalanced protein turnover is a hallmark of muscle wasting [41]. Not surprisingly, *proteasome* was the most upregulated pathway in the HT group. The timing of the proteasomal system induction agrees with our prior findings [17] and ties the induction of major catabolic signaling cascades with the onset of the cachectic phenotype. Similarly, the downregulation of multiple *immune system-associated* genes and pathways was observed one week following tumor allograft persisting through tumor development. Interestingly, inflammation and immune system factors such as Nuclear Factor kB (NFkB) and Type II interferon are inversely regulated by ubiquitin–proteasome systems [42], likely explaining concomitant downregulation of the immune system with increased *proteasome* activity. Our current findings regarding the induction of the proteasome and dysregulation of immune-related functions are consistent with our prior report in males [12, 18]. This suggests that there may be a delay in the onset of muscle wasting in females with a similar global cachectic phenotype compared to their male counterparts, who experienced muscle loss [12]. These results provide valuable insights into the mechanisms underlying muscle wasting and highlight potential sex-based differences that could inform the development of targeted interventions to manage this condition.

### Over 40% of Mitochondrial Genes are disrupted in cachectic females

We previously documented impaired mitochondrial health in multiple atrophy models, including LLC-induced cachexia [17, 19, 22, 43]. Specifically, mitochondrial degeneration preceded atrophy in male mice undergoing either LLC-induced cachexia or disuse atrophy, while females largely protect mitochondrial health until the onset of muscle atrophy [17, 19]. Herein, we noted strong dysregulation in mitochondrial pathways including *oxidative phosphorylation, metabolic pathways, and electron transport chain*, among others with the onset of cachexia itself. Cross-referencing DEGs with the MitoCarta 3.0 shows alterations in 41% of MitoCarta genes suggesting large disruptions in mitochondrial gene expression correlate with the onset of mitochondrial dysfunction and cachexia [17]. In males, we have reported early transcriptional alterations matching mitochondrial functional impairment preceding skeletal muscle loss [12, 19]. While mechanisms behind biological sex differences in cachexia remain largely elusive, the ability of female mice to protect muscle mitochondria during the early stages of development may provide one possible explanation.

### Only one-third of DEGs are shared between biological sexes

Most strikingly when comparing DEGs between cachectic male and female mice ~ 2/3 of all DEGs were biologically sex specific. While acknowledging the limitations of not observing atrophic changes in the gastrocnemius muscle of female mice, its selection for our study enables us to make more accurate biological sex comparisons with previously published data [12]. Furthermore, recent studies have indicated that female mice may exhibit a delayed or protective response against CC when compared to male mice [10, 17, 19]. Thus, we hypothesize that our study design, which focuses on the non-cachectic gastrocnemius muscle in the context of global cachexia, provides an opportunity to investigate the transcriptional mechanisms that contribute to the delayed response to tumor burden in female mice.

Furthermore, this observation aligns with recent work in the KPC model of cachexia where in “late-stage” (i.e., cachectic) where a similar portion of DEGs was shared between biological sexes [10]. Notably, the genes *Lcn2, Csf3r*, and *Slfn4* are among the most upregulated genes shared by both males and females undergoing CC. Increased serum levels of *Lcn2,* as well as elevated mRNA levels in skeletal muscle, have been linked to the MDX mouse model of Duchenne Muscular Dystrophy [44]. Moreover, Lcn2 is associated with impaired skeletal muscle regeneration [45], Csf3r with inhibition of cellular proliferation, and Slfn4 with cell cycle arrest [46]. These findings suggest common mechanisms related to impaired cellular proliferation, regeneration, and cell cycle arrest, may trigger CC-induced muscle impairments across biological sexes.

Similarly, across functional ontology only 37% of male pathways matched with females demonstrating a larger transcriptomic disturbance in males. Among shared pathways, many were largely expected and associated with protein turnover and energy metabolism. Considering unique pathways, downregulation of multiple pathways associated with *DNA damage repair* and *ribosomal pathways* (including both mitochondrial ribosomal protein and ribosomal protein-encoding genes) appeared specific to males, suggesting DNA maintenance and ribosomal activity play an important role in the protection in females but not male mice undergoing cachexia. This data is suggestive of the role of ribosomal activity, enriched in healthy females compared to males, in muscle mass regulation in cachexia discussed in previous studies showing reduced ribosomal capacity is associated with the loss of muscle mass [47]. 

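Genes of the cytoplasmic ribosome did not pass camera as a group in HT females. Of 81 ribosomal protein genes 9 rose, such as Rpl5 (log2 fold change 0.27, adjusted p = 0.0131), and 4 fell, such as Rps2 (log2 fold change -0.56, adjusted p = 0.000945) and the muscle paralog Rpl3l (log2 fold change -0.45, adjusted p = 0.00135). Adjusted over the list alone 1 rose and 2 fell, and the median was 0.06 (camera adjusted p = 0.126, adjusted p = 0.976 with an estimated correlation and adjusted p = 0.687 by exact permutation). Ribosomal protein genes have many processed pseudogenes that can share their reads. At 1wk and 2wk the medians were 0.02 (camera adjusted p = 0.557, adjusted p = 0.998 with an estimated correlation and adjusted p = 0.891 by exact permutation) and -0.11 (camera adjusted p = 8.84e-14, adjusted p = 0.428 with an estimated correlation and adjusted p = 0.177 by exact permutation), and in LT mice 0 (camera adjusted p = 0.718, adjusted p = 0.998 with an estimated correlation and adjusted p = 0.9 by exact permutation), with no member called by limma in these groups over all genes. Without PBS mouse C4 (adjusted p = 0.0185), PBS mouse C5 (adjusted p = 0.0385) or HT mouse C60 (adjusted p = 0.0365) the HT list passed camera. Rpl5 did not pass with only the 2 groups compared in the fit (adjusted p = 0.0542) or without the HT mice C48, C54 and C55, chosen after seeing the data (adjusted p = 0.176). Without those 3 mice Rpl3l did not pass either (adjusted p = 0.0731).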

Females did not display dysregulation of ribosomal pathways, accompanied by preservation in gastrocnemius mass, while the opposite was noted in males, suggestive of a protective role of muscle mass in the maintenance of ribosomal function.

Additionally, while female mice show consistent downregulation of interferon type II associated genes in multiple time points of CC development, males show upregulation of interferon genes at 3- and 4-weeks following tumor allograft, raising the possibility of a novel interferon role in cancer-induced atrophy in male mice. Meanwhile, females displayed unique upregulation of *exercise-induced circadian regulation,* including *Pura,* and *Ncoa4*, which are associated with the regulation of DNA replication, preventing inappropriate DNA synthesis and replication stress [48]. 

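Pura, which encodes a DNA- and RNA-binding protein, rose from 174 ± 27.6 in PBS to 213 ± 20.7 in HT mice (SD, n = 8 per group; log2 fold change 0.3, standard error 0.1, adjusted p = 0.0181), above the PBS mean in 8 of 8. It lies on chromosome 18 from 36414158 to 36425589. Ncoa4, the cargo receptor for autophagy of ferritin, rose from 846 ± 47.8 to 1013 ± 102 (log2 fold change 0.25, standard error 0.06, adjusted p = 0.00173), above the PBS mean in 7 of 8. Its gene lies on chromosome 14 from 31881844 to 31901813. Of 18 genes of the circadian clock 1 rose and 4 fell in HT mice (the same counts adjusted over the list alone; list median -0.22, camera adjusted p = 0.296, adjusted p = 0.654 with an estimated correlation and adjusted p = 0.0125 by exact permutation). Dbp, a transcription factor driven by the clock, fell from 1271 ± 379 to 413 ± 289.9 (log2 fold change -2.17, standard error 0.44, adjusted p = 0.000323). Pura did not pass with only the HT and PBS libraries in the fit (adjusted p = 0.0526), with a weight for each library (adjusted p = 0.0549), with thinned libraries (adjusted p = 0.0564), without PBS mouse C9 (adjusted p = 0.0545), or without the HT mice C54 and C55, chosen after seeing the data (adjusted p = 0.0801). The hour of tissue collection was not among the labels used here.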

Even though the roles of *Pura* and *NCoa4* in skeletal muscle circadian biology are not fully elucidated, their roles in the regulation of circadian events in neural systems [49], and autophagic degradation *Arntl* (aka. *Bmal1*) [50] were recently unveiled. 

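Sod1, the cytoplasmic superoxide dismutase, rose from 1395 ± 102 in PBS to 2083 ± 743 in HT mice (SD, n = 8 per group; log2 fold change 0.51, standard error 0.12, adjusted p = 0.00165). It lies on chromosome 16 from 90017650 to 90023222. Cat, catalase, rose from 1207 ± 312 to 1774 ± 628 (log2 fold change 0.52, standard error 0.17, adjusted p = 0.0167). The gene lies on chromosome 2 from 103284249 to 103315499. Nfe2l2, the transcription factor NRF2 of the antioxidant response, also rose (log2 fold change 0.87, standard error 0.17, adjusted p = 0.000194). Without the HT mice C48, C54 and C55, chosen after seeing the data, the log2 fold change was 0.18 for Sod1 (adjusted p = 0.128) and 0.22 for Cat (adjusted p = 0.39). Cat also did not pass with only the HT and PBS libraries in the fit (adjusted p = 0.0665), with a weight for each library (log2 fold change 0.29, adjusted p = 0.179), without C54 (adjusted p = 0.058) or without C55 (adjusted p = 0.0522).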

Moreso, females showed upregulation of *Oxidative Stress Response,* including important antioxidant-associated genes including *Sod1* and *Cat* [51] which may partially explain the relative preservation of mitochondrial health noted in females [17] compared to males undergoing CC. Altogether, data suggest key biological sex dimorphisms in functional and intrinsic skeletal muscle alteration and therefore sex-specific mechanisms of cachexia (Fig. 9).

**Fig. 9:**
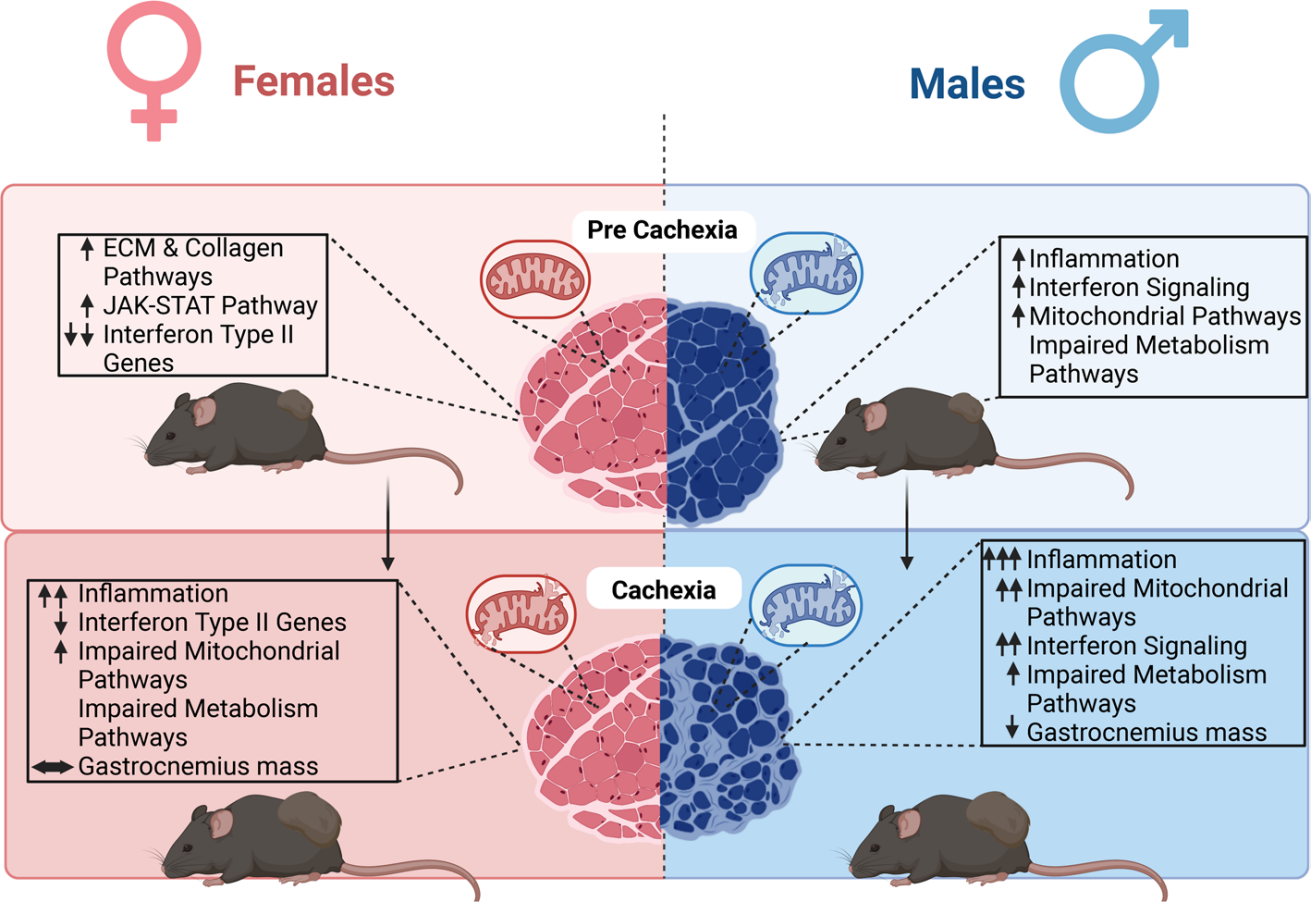
Summary figure. Females and males display different timelines in the transcriptional response to tumor development and cancer cachexia. Females display an early dysregulation in extracellular matrix remodeling and cellular structure-associated pathways followed by an increase in JAK-STAT pathways-associated gene expression. Interestingly, besides the maintenance of gastrocnemius muscle mass, downregulation of interferon type II genes is unique to females through cancer cachexia development. Delayed transcriptomic changes in mitochondrial pathways match functional mitochondrial impairments previously reported. Males show upregulation inflammation pathways, and interferon signaling genes at pre-cachectic and cachectic states. Additionally, males show early disruption in mitochondrial function that precedes the loss of gastrocnemius mass and major transcriptomic changes in mitochondrial genes. Invert expression profiling of interferon-associated genes between biological sexes represents a transcriptomic signature to each biological sex in response to cancer cachexia development and suggests a potential target for muscle loss during cancer-induced cachexia. Created with BioRender.com

## Conclusion

Despite the potential importance of biological differences between males and females in health and disease, most pre-clinical research on CC is still conducted in male specimens. This study aimed to investigate female transcriptomic alterations in response to tumor presence and to compare them to those of male mice. Additionally, our findings contribute to a growing body of evidence supporting biological sex differences in the development of CC. Here, about two-thirds of all DEGs were biologically sex-specific. We also observed downregulation of interferon-associated genes which was unique to females and coincides with the preservation of skeletal muscle mass in the presence of systemic cachectic phenotype. In contrast, males showed elevated interferon signaling, along with marked impairments in energy metabolism pathways and muscle mass loss. Although this study is limited to preclinical analysis and the use of a single cancer type, our findings represent a potential new therapeutic target to mitigate poor CC outcomes by reducing interferon signaling in skeletal muscle environments. Overall, our data strongly suggest sex-specific mechanisms of CC which must be considered in understanding this debilitating condition and developing appropriate and effective therapeutic approaches.

## Materials and methods

### Animal interventions

Female C57BL6/J mice (Jackson Laboratories, Bar Harbor, ME; *n* = 40, 8/condition) from a larger study were randomly selected [17]. Phenotypic statistics for this subset were performed to validate the representation of the larger dataset. Animals were kept on a 12:12-h light–dark cycle and given access to normal rodent chow and water for the duration of the study. All animal protocols were approved by the University of Arkansas Institutional Animal Care and Use Committee, in accordance with the ethical standards (1964 Declaration of Helsinki).

#### Lewis lung carcinoma allograft

Lewis lung carcinoma (LLC) cells (ATCC, CRL‐1642) were grown as described [17]. At eight weeks of age, female mice were subcutaneously injected with either LLC cells (1 × 10^6^) suspended in 100μL PBS or equal volume sterile PBS (control) to the right hind flank. Tumors were allowed to develop for 1, 2, 3, or 4 weeks; 4 weeks is a time point commonly associated with mild cachexia in this model, majorly utilizing male subjects [18, 19]. As we noticed a dichotomous pattern in tumor weight, 3 and 4wk mice were regrouped into low (LT, tumor-weight ≤ 1.2 g) and high (HT, tumor-weight ≥ 2 g) tumor-bearing [17] *n* = 8/group. Five animals were moved from 4 weeks to the LT group, and six animals were moved from 3 weeks to the HT group. Control (PBS) mice were age-matched with 12-week-old mice.

### Tissue collection

Mice were anesthetized with isoflurane before euthanasia and tissue wet weight of gastrocnemius, plantaris, soleus, extensor digitorum longus (EDL), tibialis anterior muscles of both limbs, along with heart, spleen, liver, and gonadal fat were assessed. Samples were snap-frozen in liquid nitrogen and stored at -80 °C for further utilization.

### RNA isolation and quality check

Total RNA was extracted as described [12]. Gastrocnemius was selected due to its heterogeneous fiber type composition, and to address biological sex differences on CC onset and development by allowing comparisons to our previous study in males [12]. Total RNA concentration and purity were determined using BioTek Take3 micro-volume microplate with a BioTek Synergy HTX multi-mode plate reader (BioTek Instruments Inc., Winooski, VT), and 260/280 nm ratios and RNA concentrations were obtained. Samples were used if 260/280 ratios were of acceptable (> 2.0) quality.

### RNA Sequencing and data analysis

Complete data output and analysis can be found online for all RNA-sequencing and Pathway analysis associated data in the *Additional files*.

RNA sequencing of the gastrocnemius muscle was performed by the genomics core at Michigan State University. Briefly, libraries were prepared using Illumina TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA) per manufacturer recommendations. Libraries were divided into pools for multiplex sequencing using Illumina HiSeq 4000 flow cell in a 1 × 50 bp single read format. Base calling was completed by Illumina Real Time Analysis (RTA) v2.7.7, output was demultiplexed and converted to FASTQ files with Illumina Bcl2fastq v2.19.1. FASTQ files were organized by assigning each sample to designated groups according to condition and timepoint (PBS, 1wk, 2wk, LT, HT). Pre-alignment QA/QC read was performed to assure quality, followed by a STAR 2.7.8a index alignment – RefSeq: *mus musculus* (mouse) – mm39 GeneBank assembly. QA/QC was repeated post-alignment. Normalization was performed by using the Median ratio for DESeq2 in Partek. A filter of 30 minimum reads across all samples was applied. DESeq2 analysis with comparisons of each timepoint (1wk, 2wk, LT, HT) against control (PBS) and LT against HT was performed. Results were downloaded in text format and further organized in Excel. Cutoffs for DEGs (differentially expressed genes) were performed at 0.05 false discovery rate (FDR-adj. P-Value). Pathway analysis was performed on DEGs for each comparison through G:profiler [52] with the following settings: all results, with statistical scope, considering only annotated genes, significance threshold of g:SC threshold (0.05), and numeric IDs treated as ENTREZGene_ACC. We performed pathway analysis using ShinyGO 0.77 [53], utilizing the same KEGG pathway [54–56] settings and a background reference gene list comprised of all genes in our dataset. To verify our results, we compared them to those obtained from G:profiler.

### Comparison of RNA sequencing to MitoCarta

DEGs were cross-referenced with the Mouse MitoCarta 3.0 [28]. Cross-reference was conducted by utilizing a custom computer software provided by Kevin B. Greene.

### Comparison of RNA sequencing to male data set

A comparison of RNA-seq data from the present study with a subset of male mice from a previous study from our group [12] was performed to assess biological sex differences in response to CC. FASTQ files from male mice were uploaded to Partek, and analysis was conducted with the same parameters utilized for female mice analysis as above. Cross-referencing of DEGs of female and male was performed by custom R command provided by Dr. Aaron Caldwell. Further DESeq2 analysis was conducted on Partek by directly comparing female and male mice RNA-Seq data with the same parameters described, specifically a 2X2 comparison of biological sex (male v female) to cachexia (PBS v cachectic (4wk[male]/HT[female]).

### Statistics

For phenotypic data, a one-way ANOVA was utilized for each dependent variable. When significant F-ratios were found, differences among means were determined by Tukey’s post hoc test. For all statistical tests, the comparison-wise error (α) rate of 0.05 was adopted. Data were analyzed through GraphPad Prism (La Jolla, CA, USA). Data expressed as mean ± standard error of the mean (SEM). Data from RNA Sequencing analysis was analyzed using DESeq2 through Partek Flow. False discovery rate (FDR, reported FDR step-up adjusted *P*- value) was controlled at < 0.05.

## Supplementary Information

**Additional file 1. **Top unique to female dysregulated pathways (a), Top unique to maledysregulated pathways (b). Top 20 of each Kegg, Reactome, and WikiPathways.Adjusted *P*-value<0.05. 

**Additional file 2. **Female DESeq data output.

**Additional file 3. **Female Pathway Analysis.

**Additional file 4. **Female DEGs vs Mitocarta.

**Additional file 5. **Male DEseq data output.

**Additional file 6. **Female vs Male DESeq.

**Additional file 7. **Male Pathway Analysis.

**Additional file 8. **Female vs Male Pathway Comparison.

**Additional file 9. **Male DEGs vs Mitocarta.

**Additional file 10. **Female vs Male Mitocarta Comparison.

## Data Availability

Raw sequencing data are available in Gene Expression Omnibus: GSE222317.

How the deposited data were processed for this re-analysis (not part of the article)

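RNA from the gastrocnemius of 40 female mice was sequenced, 8 mice in each of 5 groups. PBS mice were injected with saline and taken at 12 weeks of age, the 1wk and 2wk mice carried tumor cells for 1 and 2 weeks and were 9 and 10 weeks old, and the LT and HT mice were taken 3 to 4 weeks after injection, at 11 to 12 weeks of age. LT mice had tumors of at most 1.2 g and HT mice tumors of at least 2 g. The week at which each LT or HT mouse was taken is not given in the sources used here. By the paper 5 mice of 4 weeks were placed in LT and 6 mice of 3 weeks in HT, so these groups may differ in their mix of weeks and of ages. The mice came from a larger study, and how far these numbers describe the sequenced mice is not clear. Libraries were matched to groups by mouse number from the sample labels and no number occurs in more than 1 group.

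The authors aligned reads of 50 bp with STAR 2.7.8a, assigned them to RefSeq transcripts in Partek Flow by expectation maximization, summed them to genes and removed genes under 30 reads. The sample labels list both mm10 and mm39. The deposited table holds, as a signal per gene and library, these estimated gene counts divided by a DESeq2 median-ratio size factor of the library, so the authors had normalized it before deposit although it is named as raw counts. Of its 502920 values 99.5% were not whole, 0 were exactly 0 and the smallest was 1.77e-09. The deposited p-values and FDR step-up values come from the authors' DESeq2 comparison of groups in Partek Flow. The deposited ratio values are fitted fold changes between group means that the authors made in the same comparison, with PBS or LT as the numerator. The values per library were the basis of every result, and the authors' p-values served only as an alternative and for the counts of their calls. The authors' enrichment tables and the values of male mice were not used here.

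Because no whole reads could be recovered, the test chosen for normalized values was used. log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), with the 5 groups in a single fit and no covariate. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes of the table. The 6 comparisons were each tumor-bearing group against PBS, HT against LT and 2wk against 1wk. Levels at the claims are means of the deposited values with the SD over 8 mice. The list value of a mouse is the mean over the genes of a list of the log2 difference from the PBS mean. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 served for the overlap of gene coordinates with GENCODE vM39 and for the figures.

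Depth was estimated from the smallest recurring step between the low values of a library, which is the value of 1 read. It was 19.32 to 28.66 M reads in PBS, 19.38 to 26.68 in 1wk, 15.66 to 23.03 in 2wk, 3.48 to 7.24 in LT and 4.15 to 7.75 in HT libraries. A read was worth 0.422 to 0.733 in the first 3 groups and 1.58 to 3.38 in LT and HT, so low values of LT and HT mice are the less precise. In 585 genes at least 1 library had an estimate under 1 read, and the gene with the fewest reads had 150.6 over all libraries. No batch is given in the sources used here, and the difference in depth runs along the groups. Xist was 1728 to 4785 in all 40 libraries, and 1 gene of chromosome Y, Erdr1, which also lies in the region shared with X, was in the table.

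Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 34 lists and 6 comparisons (204 tests), beside camera with an estimated correlation and fry. Since random splits of the mice also passed camera, an exact permutation test of the list values was added after the data had been seen. It takes all 12870 splits of 8 against 8 mice, its smallest possible p is 0.000155, and it was adjusted over the same 204 tests. The lists cover genes induced by interferon gamma and type I interferon, extracellular matrix, markers of macrophages, neutrophils, erythroid cells, endothelium, fibroblasts and adipocytes, satellite cells, proliferation, growth after weaning, proteasome, atrophy, JAK-STAT signaling, cytokines, the acute phase, respiratory complexes I to V, the TCA cycle, fatty acid oxidation, glycolysis, slow and fast fibres, denervation, the clock, immediate early and heat shock genes, splicing, translation factors, ribosomal proteins and the MitoCarta list of Additional file 9. Of the 26 names of mitochondrially encoded genes 0 were in the table, and of 28 markers of T, NK and B cells 1, so neither list was tested. Markers describe groups of genes in whole muscle and name no cells as present.

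The lists, the tests, the comparisons and the alternatives were fixed before the data were examined, except where a choice is said to have been made after seeing the data. The design assumed that the deposited values were scaled by size factors, and this held. Genes named at the claims are the 10 highest and 10 lowest log2 fold changes per comparison among called genes with all 8 mice on the same side of the comparison mean, up to 4 members with the smallest adjusted p of each list, further members central to a claim, and every gene the paper names for females. Some values of the genes the paper names had been seen in its figures and additional files, among them Apoe, Myf6 and Ccnd1 for each library. Several genes the paper names are members of the lists, above all of the interferon gamma and neutrophil lists. Tests of these lists are therefore not independent of the paper's choice of genes. Results for a few genes within this rule are not reported here.

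Most alternatives changed a single choice, while voom and the authors' p-values each changed several: pseudocounts of 0.5 and 5, only genes with a mean of at least 20 or 100, upper-quartile scaling, quantile normalization, only the 2 groups compared in the fit, a weight for each library, voom on estimated reads, reads thinned to the smallest library, robust eBayes, the authors' p-values, an adjusted p under 0.01, at least 1.5-fold, and each of the 40 libraries left out in turn. Settings without mice C54 and C55, without C48, C54 and C55, and without C17, C54 and C55, and the erythroid list with overlapping globin genes counted once, were added after seeing the data. The overlap of calls between groups that share the PBS libraries was set against 100 simulations of unchanged groups and against 70 fits with half-sets of the PBS mice. The simulations drew each gene on its own around a shared control and took as many leading genes as were called. No paired analysis was possible because the groups share no mouse numbers. DESeq2 on whole reads was not run here.

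Each step was tested on simulated data drawn around the real means and library sizes. Of genes changed 1.25-, 1.5-, 2- and 4-fold, 26, 52, 77.6 and 94% were recovered for 1wk and 28, 52, 83.7 and 100.0% for HT, with 1 and 9 of 12334 unchanged genes called. For HT against LT 24, 48, 83.7 and 94% were recovered and 32 unchanged genes called, and for 2wk against 1wk 26, 56, 77.6 and 94% and 0 by limma. In HT against LT the false calls were a larger share of the calls than an adjusted p under 0.05 allows. The 2wk and LT groups were simulated without change and 0 genes were called. A list lowered by 0.4 was found and 0 of 66 unchanged list tests were called. The simulated genes varied independently, so this does not show how often camera calls lists of genes that vary together. In 40 of 40 simulated libraries the value of a read was found within 2 percent.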

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

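The tests that weigh technical against biological explanations in this part were all chosen after the results were seen, and the exact permutation of list values was added later as well. Each group of 8 mice was searched for a mouse far from the 7 others, for each list value, for depth and for the share of the leading genes. Chance marks about 1 in 20 groups, and 18 mice were found in 180 groups where 9 are expected.

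Genes of the extracellular matrix were higher at 1wk, with a list value above the PBS mean in 8 of 8 mice. A single library does not account for it, since the median log2 fold change was 0.43 without C17. A lower share of muscle fibres would raise every other cell type alike, and 6 of 8 mice had matrix values above the mean of the erythroid, endothelial and adipocyte lists (excess 0.42 ± 0.51, smallest -0.09), so such a loss and a rise of the matrix genes themselves cannot be told apart with this spread. Younger age is a candidate explanation: 14 growth genes outside the matrix list had a median of 0.42 at 1wk, 13 of them higher, against 0.2 at 2wk, -0.05 in LT and -0.06 in HT mice. The 1wk mice were 9 and the PBS mice 12 weeks old and no tumor-free mice of 9 weeks were sequenced, so age and tumor were not separated.

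Proteasome genes were highest in the HT mice C48, C54 and C55, with list values of 0.63, 0.89 and 1.13 against at most 0.36 in the other 5, while complex I genes were lower than the PBS mean in all 8 HT mice. Fewer reads do not account for this, since 6 LT libraries of at most 6.96 M reads reached no more than 0.13. Nor does the scaling, since 3 of the 3 mice stayed above the others with quantile normalization (lowest 0.63, highest other 0.36). A piece of muscle with fewer slow fibres is argued against by 3 mice outside HT with slow fibre values at or below the -0.69 of C55. Their highest proteasome value was 0.13. Slow fibre values were -1.41 in C48 and -1.67 in C54, and the lowest outside HT were -2.06 in PBS, -1.55 in 2wk and -0.95 in LT mice. Few mice are thus as low as C48 and C54, so the argument is weaker for them. Tumor mass and week of each HT mouse, which might set these 3 apart, are not given in the sources used here and stay untested.

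Genes induced by interferon gamma were lower in all 4 tumor-bearing groups. The list includes genes that the paper had picked as its top falls in these same libraries. Depth does not account for the fall at 1wk, since the median was -0.99 in this group, sequenced as deeply as PBS. This value does not cover the size of the fall in LT and HT, whose libraries held fewer reads. Fewer macrophages or endothelial cells are argued against by their marker lists, whose lowest median over the 4 comparisons was 0.02, while lymphocytes were not tested because 1 of their markers was measured. Age and tumor cannot be told apart at 1wk and 2wk, whose mice were 3 and 2 weeks younger than the PBS mice. LT and HT mice were at most 1 week younger, and the higher of their 2 medians was -0.64. No tumor-free mice of 11 weeks show what a week of age does. By the paper some mice of 4 weeks, at 12 weeks of age like the PBS mice, were placed in LT and some of 3 weeks in HT. How far this describes the sequenced mice is not clear, because the week of each mouse is not given. Below the lowest PBS value of -0.55 lay 7 of 8 LT and 8 of 8 HT mice. Which of these were of the PBS age is unknown, so age cannot be told apart from tumor in LT or HT either. Raised values in the PBS mice themselves cannot be told apart from lower values with tumors, because 4 of 32 tumor-bearing mice lay at or above the lowest PBS value and only 1 tumor-free group was sequenced.

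Mice that lay far from the other 7 of their group, with their list values, were the following. The LT mouse C44 had 0.26 for genes induced by interferon gamma and 0.26 for those induced by type I interferon. The 1wk mouse C17 had 0.21 for proteasome, 1.45 for acute phase, 1.59 for denervation, 0.42 for cytoplasmic ribosomal protein and -0.65 for fast fibre genes. The HT mouse C38 had 1.53 for macrophage markers and 0.69 for cytokine genes, C46 had -0.11 for mitochondrial ribosomal proteins and C55 had 0.45 for cytoplasmic ribosomal proteins. The 2wk mouse C33 had -0.32 for fibroblast markers and C34 had -1.55 for slow fibre genes. The LT mouse C51 had 0.33 for TCA cycle enzymes. The PBS mouse C4 had -0.3 for glycolysis and -0.34 for fast fibre genes, C8 had -2.06 for slow fibre genes and C2 had 28.66 M reads.

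HT and LT mice differed in 14 lists by camera and by exact permutation, with these mean differences of list values (HT minus LT), while with an estimated correlation 0 of 34 lists passed. Higher in HT were neutrophil markers (2.42), acute phase and antioxidant genes (0.84), erythroid markers (0.74), macrophage markers (0.49), endothelial markers (0.28) and JAK-STAT genes (0.23). Lower in HT were subunits of complexes II and III (-0.49), complex I (-0.48), complex V (-0.47) and complex IV (-0.4), TCA cycle (-0.4) and glycolysis enzymes (-0.34), MitoCarta genes (-0.19) and mitochondrial ribosomal proteins (-0.18). Of 2wk against 1wk mice 1 list differed by camera and by exact permutation, the genes induced by interferon gamma (0.48), and 0 of 34 passed with an estimated correlation. The paper names the erythroid gene Alas2 but does not report on erythroid or endothelial markers as groups, and 8 and 5 of 8 HT mice lay above the highest PBS mouse for these lists. The erythroid list counts 2 pairs of overlapping globin genes.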

How the results depend on the processing

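The settings without C54 and C55, without C48, C54 and C55, and without C17, C54 and C55, and the permutation setting, were chosen after the data were seen. Every named gene result that passed in the main fit kept its direction under every setting run, while the direction of those that did not pass was not tracked. Both pseudocounts and robust eBayes left each count within 1.5 times. With only the 2 groups compared 78 of 431 named gene results no longer passed and 7 newly passed, with array weights 68 and 27, with voom 40 and 15, thinned 50 and 2, with the authors' p-values 13 and 43. Without C48, C54 and C55 108 no longer passed and 7 newly passed, and over the fits with 1 library left out 424 no longer passed, 52 newly passed and 16764 did not change side. Of the list tests an estimated correlation ended 103, exact permutation 61, fry 56, a mean of at least 100 19, quantile normalization 18, the setting without C17, C54 and C55 16, array weights 14, voom 10, each other setting fewer than 10, and the fits with 1 library left out 115. The cause was not tested for any change below, except that a stricter threshold calls fewer genes by construction. Under upper-quartile scaling 0 genes differed between 2wk and 1wk by limma (955 at an unadjusted p under 0.05, 2 as deposited, 95 with array weights). Counts of 4140 (HT), 2564 (HT vs LT), 66 (1wk), 10 (2wk), 80 (LT), 2 (2wk vs 1wk) and 5 (all 4 groups) became 2447 in HT, 524 in HT vs LT and 1 in all 4 with only the 2 groups compared. Array weights gave 729 at 1wk, 242 at 2wk, 288 in LT, 360 in HT vs LT, 95 in 2wk vs 1wk and 45 in all 4, with the lowest weights for C55 (0.1), C54 (0.15), C17 (0.26) and C48 (0.42). Voom gave 327, 44, 46, 1300 and 17 for 1wk, 2wk, LT, HT vs LT and all 4. Thinned libraries gave 5 at 2wk, 40 in LT, 1553 in HT vs LT, 1 in 2wk vs 1wk and 3 in all 4. The authors' p-values gave 550, 32 and 125 for 1wk, 2wk and LT and 10 in all 4. At an adjusted p under 0.01, limma called 0 in all 4. At 1.5-fold or more 1541 genes were called in HT, 870 in HT vs LT and 1 in 2wk vs 1wk. Without C54 and C55 the counts were 118 (1wk), 171 (LT), 2466 (HT), 912 (HT vs LT) and 4 (2wk vs 1wk). Without C48, C54 and C55 they were 134, 196, 2028, 400 and 4 in that order, with 271 of 467 MitoCarta genes in HT and 276 of 468 in any group. Without C17, C54 and C55 they were 20 at 2wk, 257 in LT, 1238 in HT vs LT, 4 in 2wk vs 1wk and 8 in all 4. List tests passed 20, 10, 11, 22, 22 and 19 times for 1wk, 2wk, LT, HT, HT vs LT and 2wk vs 1wk, and with an estimated correlation 1, 0, 0, 0, 0 and 0. Fry passed 5, 2 and 4 for 1wk, 2wk and LT and 0 for 2wk vs 1wk, and exact permutation 4, 2, 5 and 1. With a mean of at least 100 the LT number was 6. Camera, which sets a list against all other genes, turned from higher to lower for fast fibre genes in 2wk vs 1wk with quantile normalization (median -0.01), for spliceosome genes in HT vs LT without C54 and C55 (-0.01), without C48, C54 and C55 (0.01) and without C17, C54 and C55 (-0.01), and for cytoplasmic ribosomal proteins in HT vs LT without C48, C54 and C55 (0). As each of the 40 libraries was left out, counts ran from 43 to 103 for 1wk, 0 to 19 for 2wk, 44 to 144 for LT, 3216 to 4483 for HT, 1486 to 3158 for HT vs LT, 0 to 8 for 2wk vs 1wk and 0 to 15 for all 4. MitoCarta counts ran from 386 to 495 in HT and 389 to 497 in any group, and list tests from 16 to 24, 8 to 14, 7 to 13, 20 to 24, 19 to 24 and 17 to 20. Beyond 1.5 times were 1wk without C4 (103) or C9 (43), and LT without C4 (144), C5 (44), C8 (47), C9 (46), C39 (50) or C56 (50). For 2wk they were C4 (5), C5 (1), C6 (4), C8 (6), C9 (2), C10 (18), C11 (18), C28 (0), C29 (0), C30 (19), C32 (17) and C34 (5). For HT vs LT they were C54 (1486) and C55 (1541), and for LT list tests C6 (7). For 2wk vs 1wk they were C14, C18, C28 and C32 (0), C16, C20, C29, C30 and C31 (1) and C27 (8), and for all 4 groups C5, C9, C28 and C29 (0), C27 and C34 (1), C6 and C8 (2), C2, C4 and C33 (3), C44 (8), C10 (9), C11 (10), C32 (12) and C30 (15). The MitoCarta list without mitochondrially encoded genes is identical, since 0 of 26 were measured, so that alternative changes nothing. edgeR and DESeq2 on whole reads were not run, because the deposited values are already scaled and no whole reads could be recovered. With reads thinned to the smallest library of 3479019 fewer genes passed in 2wk, LT and HT vs LT, and which group depth limits most was not tested. No paired analysis was possible because the groups share no mouse numbers.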

Differences from the paper's values

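Counts here use the paper's stated threshold, an adjusted p under 0.05. The alternatives in the first paragraph were set before the data were examined, and those without C54 and C55, without C48, C54 and C55 and without C17, C54 and C55 were chosen after seeing the values. The paper gives 512 genes higher in 1wk, 2wk and LT mice combined, and 54 were found here. Of 13 alternatives, array weights (726) and the authors' p-values (512) come within 1.5 times of the paper's value and the other 11 do not, nor does any of the 40 fits with a library left out (22 to 106). For lower genes the paper gives 195 and 102 were found. Voom (162) and the authors' p-values (195) come within 1.5 times, and 11 of 13 do not. Of the fits with a library left out, that without C4 does (146) and the other 39 do not. The range over the 40 was 68 to 146. The settings chosen after seeing the values do as well: 179 without C54 and C55, 202 without C48, C54 and C55 and 206 without C17, C54 and C55, and they drop 64, 58 and 78 of the authors' own 195 calls. The paper gives 10 genes called in all tumor-bearing groups and 5 were found. The authors' p-values (10) come within 1.5 times and the other 12 settings do not. Of the settings chosen after seeing the values, those without C54 and C55 (7) and without C17, C54 and C55 (8) do, and each drops 6 of the paper's 10 genes. Fits without C10 (9), C11 (10), C30 (15), C32 (12), C44 (8) or C55 (7) do, and the other 34 do not (0 to 6). The paper gives 6% of MitoCarta genes as higher in tumor-bearing mice and 3.4% were found. The authors' p-values (5.3%) come within 1.5 times and the other 11 of 12 do not. Fits without C38 (4.4%) or C46 (4.0%) do, and the other 38 do not. The range over the 40 was 2.4 to 4.4%.

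The paper shows 10 genes of Fig. 2a as the most upregulated at 1wk. All 10 were higher here, with log2 fold changes from 0.96 to 2.26, and none passed (adjusted p from 0.146 to 0.466), while its 10 downregulated genes all fell. The authors' p-values call the 10, and array weights call Spp1 (adjusted p = 0.0284), Mt3 (adjusted p = 0.0394), Lgals3 (adjusted p = 0.0139) and Ms4a14 (adjusted p = 0.0368). Of the genes of Fig. 2b at 2wk, 4 of 10 shown as up and 4 of 10 shown as down passed here, with the 12 others in the same direction as shown. Array weights, voom and the authors' p-values each call all 12. Some are also called with quantile normalization (Atp8b1, Nlrc5, Slc16a6), with only the 2 groups compared (Nlrc5, Nmrk2, Slx4), with a pseudocount of 5 (Nlrc5), and without the mice chosen after seeing the values (Nlrc5, Nmrk2, Slc16a6 and Socs2 without C54 and C55; Nmrk2, Slc16a6 and Socs2 without C48, C54 and C55; Atp8b1, Entpd1, Nlrc5, Nmrk2, Slc16a6 and Socs2 without C17, C54 and C55). With a library left out Atp8b1, Entpd1, Irf1, Nlrc5, Nmrk2, Ptch1, Slc16a6, Socs2 and Trim21 are each called in at least 1 fit. Of the genes of Fig. 2c in LT mice 4 of 10 shown as up and 8 of 10 shown as down passed, with the other 8 in the same direction. The authors' p-values call all 8, array weights Alas2, Csf2rb2, Csf3r, S100a9 and Slfn4, quantile normalization Csf2rb2, S100a9 and Slfn4, only the 2 groups compared Csf2rb2, a pseudocount of 5 S100a9 and thinned libraries Slfn4. Without C54 and C55, and without C48, C54 and C55, Csf2rb2 and S100a9 pass, and without C17, C54 and C55 Csf3r and Slfn4 also pass. With a library left out Alas2, Csf2rb2, Csf3r, S100a9 and Slfn4 are each called in at least 1 fit. All 20 genes of Fig. 2d passed in the direction shown.

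Fig. 4d shows MitoCarta genes of tumor-bearing females ordered by their fold change in HT, and here they were checked in HT alone. All 20 shown as downregulated fell. Of 20 shown as upregulated 10 rose, 9 were higher without passing, and Mthfd2 was lower without passing (log2 fold change -0.35, adjusted p = 0.187). Among these the authors' p-values call Acss1, Car5b, Mterf1b, Pdk4, Slc25a1 and Slc25a28. Pseudocount 5, only the 2 groups compared, voom and thinned libraries call Mterf1b, array weights Slc25a1, and the settings without C54 and C55, without C48, C54 and C55 and without C17, C54 and C55 call Car5b and Slc25a1. With a library left out Car5b and Mterf1b are each called in at least 1 fit. No setting calls Agpat4, Mthfd1l or Mthfd2. The authors' p-values do not call these in HT either, and their log2 fold change of Mthfd2 is -0.31, so these genes are no difference from the paper's HT values. Of the genes of Fig. 2f, 7 of 10 did not pass at 2wk, Entpd1, Atp8b1, Trim21, Irf1, Gbp6, Nlrc5 and Gcnt2. All but Gcnt2 are also shown in Fig. 2b, and the settings that call them at 2wk are given above. Beyond 2wk Gcnt2 did not pass at 1wk or in LT and Atp8b1 not at 1wk. The authors' p-values call Gcnt2 in the 3 groups and Atp8b1 at 1wk, array weights Gcnt2 in all 3 groups, voom Gcnt2 at 1wk and 2wk, only the 2 groups compared and the setting without C17, C54 and C55 Gcnt2 in a single group, and the fit without C51 Gcnt2 in LT. Among JAK-STAT genes of Additional file 3, Csf2rb in LT (adjusted p = 0.0775) and Lifr at 2wk (adjusted p = 0.189) did not pass here, and array weights, the authors' p-values and the setting without C17, C54 and C55 call both. Csf2rb is also called with only the 2 groups compared and without C17 or C57. The text of the paper lists Entpd1, Gcnt2 and Atp8b1 among genes that fell in all tumor-bearing groups, while they were higher here in each (log2 fold changes from 0.44 to 1.58). Its Fig. 2f and another sentence of its text give the 3 as upregulated, the direction found here. The paper finds mRNA processing raised in HT mice, where 13 of 51 genes of that list rose and 6 fell (camera adjusted p = 0.0446, adjusted p = 0.787 with an estimated correlation and adjusted p = 0.496 by exact permutation). The paper sees the most sharing between 1wk and HT mice. The covariance of the changes beyond that simulated for a shared control was 0.046 between LT and HT and 0.033 between 1wk and HT. The simulation used a spread pooled over all groups and not that of the PBS mice. LT and HT libraries also have their low depth in common, which these values do not leave out.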

Other observations

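The random splits of mice and the exact permutation test in this part were chosen after the data had been seen. In HT mice 13 of 23 glycolysis enzymes fell and none rose by limma, with the same counts adjusted over the list alone (camera adjusted p = 6.19e-05, adjusted p = 0.349 with an estimated correlation and adjusted p = 0.0272 by exact permutation). Among them were Eno3, the muscle enolase (log2 fold change -1.02), Pgam2 (-1.2) and Tpi1 (-0.95). The glycolysis list value varied between the HT mice (-0.39 ± 0.32, from -0.94 to 0.02), and its members were not recounted without C48, C54 and C55. Of 33 immediate early and heat shock genes 14 rose and 3 fell (15 and 3 adjusted over the list alone; camera adjusted p = 0.0255, adjusted p = 0.686 with an estimated correlation and adjusted p = 0.413 by exact permutation), among them Junb (1.47), Ier3 (1.35) and Hsph1 (0.82). Of 12 denervation genes 5 rose and 1 fell (6 and 1 adjusted over the list alone; camera adjusted p = 0.238, adjusted p = 0.765 with an estimated correlation and adjusted p = 0.0423 by exact permutation). The gene that fell was Chrne, the adult subunit of the acetylcholine receptor (-0.96), which did not pass without C48, C54 and C55, chosen after seeing the data (adjusted p = 0.0609). Of 15 slow fibre genes 1 rose and 1 fell, and 0 passed adjusted over the list alone (camera adjusted p = 0.459, adjusted p = 0.977 with an estimated correlation and adjusted p = 0.77 by exact permutation). Of 27 fatty acid oxidation genes 3 rose and 4 fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.481, adjusted p = 0.998 with an estimated correlation and adjusted p = 0.839 by exact permutation), and the fatty acid transporter Cd36 was among those that rose (0.74).

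Among markers of other cell types in HT mice, 3 of 15 adipocyte genes rose and 2 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.251, adjusted p = 0.883 with an estimated correlation and adjusted p = 0.244 by exact permutation). Of 21 fibroblast markers 6 fell and none rose (0 higher and 5 lower adjusted over the list alone; camera adjusted p = 0.062, adjusted p = 0.759 with an estimated correlation and adjusted p = 0.282 by exact permutation), among them Thy1, a surface glycoprotein of fibroblasts (-1.26). Of 19 satellite cell and regeneration genes 1 rose and 3 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.617, adjusted p = 0.968 with an estimated correlation and adjusted p = 0.168 by exact permutation), and Actc1, the actin of heart and embryonic muscle (-1.77), and Mybph (-1.99) fell. Of 16 proliferation genes 1 rose and 1 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.976, adjusted p = 0.998 with an estimated correlation and adjusted p = 0.744 by exact permutation). Of 19 growth genes 3 rose and 2 fell in HT mice (2 and 2 adjusted over the list alone; camera adjusted p = 0.566, adjusted p = 0.976 with an estimated correlation and adjusted p = 0.657 by exact permutation). At 1wk 1 of them passed, the growth factor Igf2 (log2 fold change 0.53, adjusted p = 0.0271), and 9 rose adjusted over the list alone (camera adjusted p = 9.52e-10, adjusted p = 0.152 with an estimated correlation and adjusted p = 0.0272 by exact permutation). Igf2 did not pass without any 1 of mice C2, C8, C9, C13, C15 or C17 (adjusted p from 0.0543 to 0.101).

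In LT mice neutrophil markers had a median log2 fold change of 1.44, where 1 of 7 rose, S100a8 (log2 fold change 2.7), and 6 adjusted over the list alone (camera adjusted p = 4.37e-08, adjusted p = 0.152 with an estimated correlation and adjusted p = 0.0122 by exact permutation). S100a8, S100a9, Csf3r and Slfn4 of this list are also top rises of the paper in LT mice, chosen on the same libraries. In HT against LT mice 13 of 20 erythroid markers were higher, or 11 of 18 with overlapping globin genes counted once, chosen after seeing the data (13 higher and 3 lower adjusted over the list alone; camera adjusted p = 3.86e-06, adjusted p = 0.246 with an estimated correlation and adjusted p = 0.0198 by exact permutation) and 10 of 24 endothelial markers (10 higher and 0 lower adjusted over the list alone; camera adjusted p = 0.000243, adjusted p = 0.428 with an estimated correlation and adjusted p = 0.0101 by exact permutation). Of acute phase and antioxidant genes 14 of 23 were higher and 1 lower (16 higher and 1 lower adjusted over the list alone; camera adjusted p = 1.82e-06, adjusted p = 0.247 with an estimated correlation and adjusted p = 0.0194 by exact permutation). All but 1 of 18 measured complex V genes were lower (0 higher and 17 lower adjusted over the list alone; camera adjusted p = 3.65e-15, adjusted p = 0.152 with an estimated correlation and adjusted p = 0.00186 by exact permutation), as were 12 of 13 of complexes II and III (0 higher and 13 lower adjusted over the list alone; camera adjusted p = 1.71e-11, adjusted p = 0.192 with an estimated correlation and adjusted p = 0.00186 by exact permutation) and 10 of 14 of complex IV (0 higher and 11 lower adjusted over the list alone; camera adjusted p = 1.86e-08, adjusted p = 0.167 with an estimated correlation and adjusted p = 0.00576 by exact permutation).

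Splits of the 16 mice of a comparison into random groups of 8 tested whether chance gives as many calls, with the other 24 mice kept in the fit and list tests adjusted over the 34 lists of the comparison. For genes, 1 of 100 splits, the real one, gave as many in each comparison, so counts as high are unlikely by chance, as far as 100 splits can show. The real counts and the highest of the other splits were 66 and 2 for 1wk, 10 and 0 for 2wk, 80 and 13 for LT, 4140 and 2384 for HT, 2564 and 1842 for HT against LT and 2 and 1 for 2wk against 1wk, and 467 and 345 for MitoCarta genes in HT. The 2 calls of 2wk against 1wk are weak evidence all the same, since 0 were made by limma with upper-quartile scaling or without any 1 of C14, C18, C28 or C32. For the number of lists that pass camera, chance cannot be excluded: 38 of 100 splits gave as many at 1wk (20 real, highest other 27), 72 at 2wk (10 and 21), 89 in LT (7 and 20), 8 in HT (23 and 24) and 50 for 2wk against 1wk (19 and 27). For HT against LT 3 of 100 gave as many (23 real, highest other 23), other splits equalling the real count. Since other splits reached the real count, chance is not excluded for HT against LT either, and with an estimated correlation 0 of 34 lists passed.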
